# Stage-Specific Non-Coding RNA Expression Patterns during In Vitro Human B Cell Differentiation into Antibody Secreting Plasma Cells

**DOI:** 10.3390/ncrna8010015

**Published:** 2022-02-05

**Authors:** Renee C. Tschumper, Dominique B. Hoelzinger, Denise K. Walters, Jaime I. Davila, Collin A. Osborne, Diane F. Jelinek

**Keywords:** non-coding RNA, plasma cells, in vitro B cell differentiation, human B lymphocytes, RNA-seq

## Abstract

The differentiation of B cells into antibody secreting plasma cells (PCs) is governed by a strict regulatory network that results in expression of specific transcriptomes along the activation continuum. In vitro models yielding significant numbers of PCs phenotypically identical to the in vivo state enable investigation of pathways, metabolomes, and non-coding (ncRNAs) not previously identified. The objective of our study was to characterize ncRNA expression during human B cell activation and differentiation. To achieve this, we used an in vitro system and performed RNA-seq on resting and activated B cells and PCs. Characterization of coding gene transcripts, including immunoglobulin (Ig), validated our system and also demonstrated that memory B cells preferentially differentiated into PCs. Importantly, we identified more than 980 ncRNA transcripts that are differentially expressed across the stages of activation and differentiation, some of which are known to target transcription, proliferation, cytoskeletal, autophagy and proteasome pathways. Interestingly, ncRNAs located within Ig loci may be targeting both Ig and non-Ig-related transcripts. ncRNAs associated with B cell malignancies were also identified. Taken together, this system provides a platform to study the role of specific ncRNAs in B cell differentiation and altered expression of those ncRNAs involved in B cell malignancies.

## 1. Introduction

The differentiation of B cells into immunoglobulin (Ig)-secreting plasma cells (PCs) is complex and induced by precise extrinsic signals regulating gene transcription, thus resulting in cell proliferation, expression of biologically relevant cell surface receptors, and induction of a high rate of Ig secretion [1]. To further understand all these processes, isolating and studying B lineage cells, particularly at the PC stage of differentiation, in vivo can be challenging given the low frequency of PCs within the bone marrow, an anatomic site that houses long-lived PCs. To facilitate B cell subtype studies, particularly those focusing on PCs, several groups have devised in vitro PC (IVPC) generating models using multi-step culture systems providing activation molecules and cytokines to mimic the in vivo process [2,3,4,5,6,7,8,9,10]. These studies have demonstrated that it is possible to generate IVPCs and their plasmablast precursors that are phenotypically and molecularly indistinguishable from in vivo cells. In the model described by Jourdan et al. [5,10], IVPCs were shown to acquire expression of key molecules in the differentiation process such as IRF4, AICDA, PAX5, BCL6 and PRDM1 along with increased Ig production. They further identified descriptive gene expression profiles that distinguished starting memory B cells, activated B cells, plasmablasts and PCs, and novel transcriptional networks specific to PC differentiation.

Although gene expression profiles focusing on coding genes provide valuable insight into cell development and malignant transformation, protein-coding genes account for less than 3% of the human genome, with over 70% of the genome being transcribed into non-coding RNAs (ncRNAs) [11], leading to intensive investigations into potential functional roles for ncRNAs. Indeed, both small non-coding micro-RNAs (miRNAs) and long non-coding RNAs (lncRNAs) have been shown to play important roles in many processes including B cell development and malignancy including multiple myeloma (MM), a plasma cell dyscrasia (reviewed in [12,13,14,15,16]). Furthermore, there is a growing recognition of the integral role that ncRNAs play in both Ig gene rearrangement and class switch recombination [17,18,19], underscoring the need to more completely identify patterns of ncRNA expression that occur during B cell activation, proliferation, and differentiation into PCs.

In this study, starting with purified blood B cells, we use an in vitro system largely modeled after published methodologies to focus on the unique aspects of PCs generated in this manner. We present data demonstrating the robust generation of plasmablasts and PCs in our system that are morphologically and phenotypically reflective of the in vivo state. Moreover, RNA-seq analysis of resting B cells, plasmablasts, and PCs allowed us to assess the expression of many protein-coding transcripts involved in B cell differentiation focusing on Ig-related transcripts to characterize the Ig gene repertoire, as well as Ig somatic mutation levels in PCs generated in this manner. RNA-seq analysis also permitted our novel characterization of the expression patterns of ncRNA types across the differentiation continuum in vitro and how they may relate to expression of protein-coding transcripts. Our comprehensive description of PCs generated in this model system supports its utility in discovering potential molecules, particularly ncRNAs, that can disrupt or enhance generation of specific B cell subsets. Furthermore, it has the potential to provide an in vitro system that would permit elucidation of the interplay between coding and non-coding transcripts and accompanying signals underlying acquisition of genetic abnormalities that lead to B cell malignancies.

## 2. Results

### 2.1. Morphology, Expression of Cytoplasmic Ig, and Phenotyping

Using modifications of previously published protocols [2,3,5,9], IVPCs were generated from normal peripheral blood B cells. By means of a three-stage protocol incorporating various cytokine cocktails, we were able to generate cells that display typical PC morphology and express cytoplasmic Ig (cIg) and PC-specific phenotypic markers. Distinct PC features are present in the day 10 (D10) IVPCs as compared to day 0 (D0) resting B cells, including the expanded cytoplasm, eccentric nucleus and perinuclear hof indicative of protein synthesis and secretion [20] (Figure 1A). Furthermore, D10 IVPCs express cytoplasmic IgA, IgG, and IgM heavy chains and both kappa (κ) and lambda (λ) light chains (LCs; Figure 1B). As expected, the majority of IVPCs expressed IgG and κLCs. SLAMF7 (CD319) has been shown to increase significantly during differentiation of B cells into Ig-secreting PCs [21,22]. SLAMF7 is highly expressed on D10 IVPCs as revealed by flow cytometry (Figure 1C, left panel). 

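SLAMF7 (ENSG00000026751) lies on chromosome 1 of GRCh38 from 160739057 to 160754821. Its RNA was measured by RNA-seq in D0 resting B cells, D4 plasmablasts and D10 IVPCs. The RPKM values deposited by the authors were converted back to reads per gene, and the reads were normalized with TMM factors and expressed as CPM, the count scaled to the library total. SLAMF7 was at 5.42 ± 1.85 CPM at D0 (SD, n = 2), 238 ± 12.1 CPM at D4 (SD, n = 3) and 761 ± 4.93 CPM at D10 (SD, n = 2), where the paper has n = 3 at each time point. These levels rest on 176 to 326 reads per library at D0, 8873 to 14866 at D4 and 14361 to 17504 at D10. The log2 FC over D0 was 5.49 at D4 (standard error 0.18, limma adjusted p = 2.6e-07) and 7.17 at D10 (standard error 0.20, limma adjusted p = 1.6e-07), both larger than the spread between libraries. From D4 to D10 the log2 FC was 1.68 (limma adjusted p = 0.00024). With the sample number as a replicate block, the log2 FC from D0 to D10 was 7.24. Among the alternatives, log2 values of the deposited RPKM without TMM, chosen after the data were seen, moved it most, to 5.69.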

Likewise, the RNA-seq data show a highly significant increase in expression of SLAMF7 transcripts across the in vitro activation scheme (Figure 1C, right panel).

### 2.2. Global Expression Patterns during IVPC Differentiation

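RNA from D0 resting B cells of peripheral blood, from D4 plasmablasts and from D10 IVPCs was enriched for poly-A RNA, made into libraries with a kit that keeps no strand information, and sequenced as paired-end reads. Files of 7 libraries were used, for samples 1 and 2 at D0, samples 1, 2 and 3 at D4 and samples 1 and 3 at D10. D0 sample 3 and D10 sample 2 were not analysed here. The authors processed the reads with MAP-RSeq and deposited the RPKM of 64253 genes with GRCh38 coordinates for each library. In every library the values were whole numbers of reads divided by gene length and library total, so that the reads on each gene could be recovered. The reads counted on genes numbered 32038149 and 36025422 at D0, 30982263 to 58847831 at D4 (median 41235854), and 28259219 and 38440525 at D10. Genes with overlapping coordinates were each given the reads they share. The RPKM are scaled within each library only, so TMM factors were computed from the recovered reads. They were 1.34 and 1.35 at D0, 1.10 to 1.14 at D4, and 0.601 and 0.665 at D10. Genes with at least 10 reads, scaled to the median library, in at least 2 libraries and at least 15 reads in total were tested, which left 21632 genes. Their log2 CPM, with a prior count of 0.5, was compared between stages with limma. Each comparison was repeated with the sample number as a replicate block, because the labels and the paper's Table 2 number the samples 1 to 3 at each time point.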

Using RNA-seq, we investigated transcriptional changes that occur during the in vitro differentiation process from B cells to PCs. 

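The libraries were compared on the log2 CPM of the genes tested, with a prior count of 2. The first principal component held 59.0% of the variance and separated D0 from the later stages, with scores of -173 and -171 for the D0 libraries, 57.7 to 69.4 for the D4 libraries, and 72.1 and 76.2 for the D10 libraries. The second component held 26.8% and separated D4 (-74.0 to -70.0) from D10 (103 and 106). Along the third component, which held 7.78%, D4 sample 3 (-57.0) and D10 sample 3 (-53.7) lay apart from the samples numbered 1 and 2 of these stages (25.5 to 56.8).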

Principal component analysis (PCA) shows that B cells isolated from individual donors have consistent phenotypes throughout the differentiation process, with those samples from each time point clustering together (Supplemental Figure S1). 

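The mean Euclidean distance in log2 CPM was 258 between D0 and D4 libraries (247 to 264 over 6 pairs), 196 between D4 and D10 libraries (186 to 207 over 6 pairs) and 275 between D0 and D10 libraries (273 to 278 over 4 pairs). On this scale the distance from D0 to D4 was 1.32 times that from D4 to D10 (SD 0.0338 over the 3 D4 libraries), and the ranges of the pairs did not overlap. The pairs share libraries and are not independent, so no test was made. When each library was left out in turn, the ratio stayed between 1.31 and 1.34. When CPM was not put on a log scale, an alternative chosen after the data were seen, the ratio was 0.127, with mean distances of 26617 CPM from D0 to D4 and 209389 CPM from D4 to D10. The paper's methods name pseudo-counts for its PCA and no log scale, so the unlogged distances may be nearer to what it did.

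**Figure D1:**
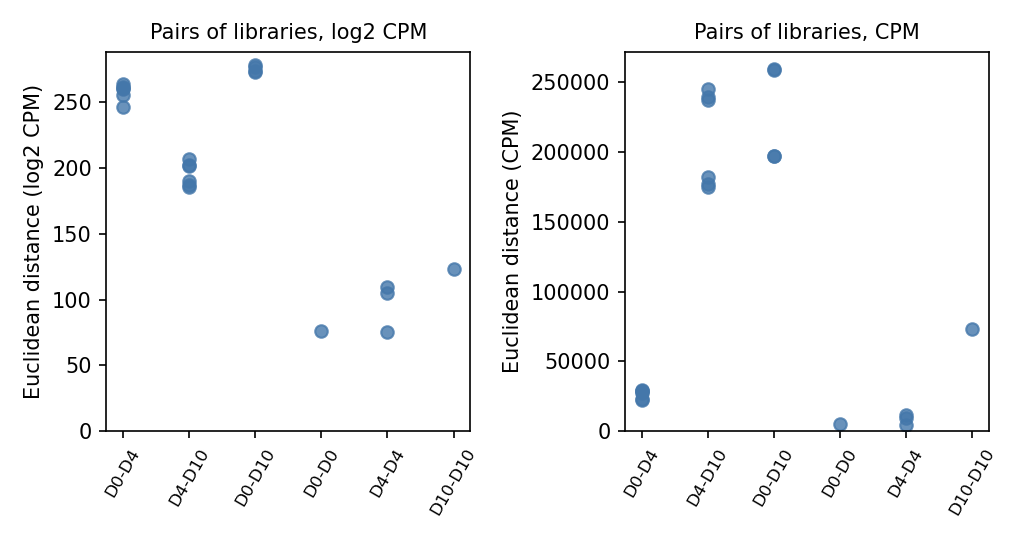
Euclidean distance between pairs of libraries, on log2 CPM (left) and on CPM (right), with 1 point per pair. On the log scale the D0 to D4 pairs lie above the D4 to D10 pairs, while on the CPM scale the D0 to D4 pairs lie at 22288 to 29771 and the D4 to D10 pairs at 175065 to 245225.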

D0 and day 4 (D4) plasmablast transcriptomes were more closely related to each other, whereas D10 IVPCs were more divergent. There was more variability between individuals at D10 as compared to D0 and D4, suggesting a high degree of variability in expressed transcripts as cells differentiate, most likely attributable to extensive Ig transcripts and diverse variable, diversity, and joining segment (VDJ) heavy chain recombination.

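The distance between the 2 D10 libraries was 123 in log2 CPM, against 76.2 between the 2 D0 libraries and 75.5, 105 and 109.5 between pairs of the 3 D4 libraries. With a single pair at D0 and at D10, the difference between these stages has no replicate error and was not tested. The D10 pair holds sample 3 and the D0 pair does not, and both D4 pairs with sample 3 were farther apart than the pair without it. When Ig genes were left out, the distance was 122 at D10 and 75.3 at D0. Few of the genes in this distance are Ig genes. On CPM without a log scale, chosen after the data were seen, the D10 distance was 14.4 times the D0 distance, and 2.13 times without Ig genes.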

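Across D0, D4 and D10, 6428 transcripts had an adjusted p of 0.05 or less in a moderated F-test in limma and a log2 FC of at least 2 in size in at least 1 of the 3 pairwise comparisons. From D0 to D4, 2415 transcripts were higher and 2074 lower by the same thresholds in the pairwise test. From D0 to D10, 2257 were higher and 2184 lower, and from D4 to D10, 964 were higher and 1152 lower. The D10 cells had been cultured with interferon alpha from day 7, so comparisons with D10 include any effect of it. With the sample number as a replicate block, 6753 transcripts passed across the 3 stages, 6105 of them also without the block. The deviations of the libraries from their stage means, over the genes tested, correlated between libraries with the same sample number at 0.246 and 0.307 (D0 and D4, samples 1 and 2), 0.401 and 0.482 (D4 and D10, samples 1 and 3) and 0.0801 (D0 and D10, sample 1). Between libraries with different sample numbers they ranged from -0.482 to 0.237, the highest for D4 sample 2 and D10 sample 1. In a stage with 2 libraries these deviations mirror each other, so those of the 2 D0 libraries, and of the 2 D10 libraries, are not separate observations. Among the alternatives, scaling by the library totals of the authors without TMM, chosen after the data were seen, moved the number of transcripts most, to 10262.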

In evaluating the transcript expression patterns over the course of IVPC differentiation, 4800 transcripts were considered differentially expressed when the log2 fold change (FC) was ≥2 and the false discovery rate (FDR) was ≤0.05 across the 3 time points of D0, D4 and D10 (*n* = 3). Sixty four percent (3091/4800) of the differentially expressed transcripts were non-Ig-related protein-coding transcripts while 20.5% (984/4800) were ncRNA transcripts (Figure 2A). 

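Of these transcripts, 3665 (57.0%) were protein-coding transcripts outside the Ig genes and 1606 (25.0%) were ncRNAs, by the biotypes in the files. These were 26.5% of the 13832 protein-coding genes tested and 34.1% of the 4708 ncRNAs tested.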

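Pseudogenes made up 627 (9.75%) of the differentially expressed transcripts, and other RNA classes made up 270 (4.20%). They were 31.3% of the 2003 pseudogenes tested and 33.9% of the 796 genes of other RNA classes tested.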

The remaining transcripts were classified as pseudogenes (322/4800; 6.7%) or miscellaneous RNAs (162/4800; 3.4%). Of note, 5.2% of all differentially expressed transcripts were Ig-related transcripts (251/4800). 

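Ig transcripts that passed across the 3 stages numbered 260, which was 4.04% of the differentially expressed transcripts and 88.7% of the 293 Ig genes tested.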

Within the ncRNAs, 87.4% of transcripts were lncRNAs, with antisense RNA being the largest lncRNA class (47.8%; Figure 2B).

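Among the differentially expressed ncRNAs, 1382 (86.1%) were lncRNAs. Antisense RNAs numbered 725, which was 45.1% of the ncRNAs and 52.5% of the lncRNAs, followed by 512 lincRNAs (31.9% of the ncRNAs), 115 sense intronic RNAs (7.16%) and 111 miRNA genes (6.91%). The libraries keep no strand information, so reads from the opposite strand count toward an antisense RNA wherever exons overlap.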

Hierarchical clustering of all differentially expressed transcripts across the three time points distinguishes clear patterns of transcript expression during the differentiation process (Supplemental Figure S2). Gene Ontology (GO) analysis of D10 IVPC upregulated transcripts were most relevant to complement activation, immunoglobulin production and immune response (Supplemental Figure S3A), while downregulated transcripts were also involved in the immune response, antigen response and B cell activation (Supplemental Figure S3B) reflecting the transitory expression of transcripts during differentiation and the marked increase in Ig production. Indeed, the expression of representative transcription factors and genes known to be down- and upregulated during the process of B cell differentiation to PCs in vivo, as well as in other models of IVPC generation, is also significantly down- or upregulated in our IVPC model (Supplemental Figure S4; [5,22,23,24,25,26,27,28]). 

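PRDM1, IRF4, PAX5 and BCL6, which the paper names in its introduction, were examined in addition to the genes chosen by rule. PRDM1 (ENSG00000057657) was at 4.10 ± 0.483 CPM at D0 (SD, n = 2), 313 ± 21.5 at D4 (SD, n = 3) and 492 ± 1.93 at D10 (SD, n = 2), with a log2 FC from D0 to D10 of 6.91 (standard error 0.12, limma adjusted p = 4.8e-08). IRF4 (ENSG00000137265) had a log2 FC over D0 of 3.53 at D4 and 3.55 at D10 (limma adjusted p = 3.6e-07 and 7.0e-07), and no difference between D4 and D10 was detectable (log2 FC 0.02, limma adjusted p = 0.92). PAX5 (ENSG00000196092) was at 829.8 ± 101 CPM at D0 and 97.2 ± 4.59 CPM at D10 (SD, n = 2 each), a log2 FC of -3.09 (limma adjusted p = 6.9e-06). BCL6 (ENSG00000113916) had a log2 FC of -1.14 from D0 to D10 (limma adjusted p = 0.0012). The log2 FCs from D0 to D10 with the replicate block were 6.91 for PRDM1, 3.66 for IRF4, -3.05 for PAX5 and -1.22 for BCL6.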

Representative cell cycle transcripts followed the pattern of low expression in D0 resting B cells, increased expression in D4 plasmablasts, and decreased expression in D10 IVPCs in a manner comparable to in vivo B cell differentiation ([29]; Supplemental Figure S5)

### 2.3. Non-Ig Protein-Coding Transcript Expression during IVPC Differentiation

Focusing on protein-coding transcripts and excluding the abundant Ig-related protein-coding transcripts, the top 100 most significantly differentially expressed transcripts across all three time points again display varied patterns of expression (Figure 3; Supplemental Table S1). 

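HTR4 (ENSG00000164270, chromosome 5 from 148451032 to 148677235) had no reads in either D0 library, 0.305 ± 0.179 CPM at D4 (SD, n = 3) and 5.81 ± 0.511 CPM at D10 (SD, n = 2). PIR (ENSG00000087842, chromosome X from 15384799 to 15493564) also had no reads at D0, with 5.31 ± 2.61 CPM at D4 and 4.32 ± 2.34 CPM at D10. Against a floor of 3 reads per library at D0, HTR4 was at least 88.0-fold higher at D10 and PIR at least 65.4-fold higher. The log2 FC was 8.86 for HTR4 (standard error 0.57, limma adjusted p = 8.0e-06) and 8.32 for PIR (standard error 0.53, limma adjusted p = 7.6e-06), or 8.36 and 8.62 with the replicate block. Because the D0 libraries had no reads, the log2 FC followed the prior count. With the smaller prior count first set for the named genes, it was 10.85 for HTR4 and 10.31 for PIR. By the size of the rise from D0 to D10, HTR4 ranked 9 and PIR 25 of the protein-coding genes tested. SDC1 (ENSG00000115884) ranked 1, with 1 read in each D0 library and 47.0 ± 1.32 CPM at D10, at least 711-fold higher. PIR was as high at D4 as at D10 (log2 FC -0.31 from D4 to D10, limma adjusted p = 0.64).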

Based on FC, the most upregulated transcripts from D0 to D10 IVPCs are HTR4 (FC 10.9) and PIR (FC 10.7). In contrast, BIRC5 (SURVIVIN) and MKI67 are highly expressed in D4 plasmablasts but downregulated in D0 B cells and D10 IVPCs. 

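BIRC5 (ENSG00000089685, chromosome 17 from 78214186 to 78225636) was at 0.251 ± 0.0245 CPM at D0 (SD, n = 2), 98.8 ± 4.53 at D4 (SD, n = 3) and 3.43 ± 0.196 at D10 (SD, n = 2). Its log2 FC was 8.55 from D0 to D4 (standard error 0.14, limma adjusted p = 3.1e-08) and -4.84 from D4 to D10 (limma adjusted p = 8.0e-07). MKI67 (ENSG00000148773, chromosome 10 from 128096659 to 128126385) was at 1.25 ± 0.0146, 647 ± 3.67 and 32.9 ± 1.55 CPM at D0, D4 and D10, with a log2 FC of 9.00 from D0 to D4 (limma adjusted p = 3.5e-09) and -4.30 from D4 to D10 (limma adjusted p = 7.0e-07). Both genes were higher at D10 than at D0, with a log2 FC of 3.71 for BIRC5 (limma adjusted p = 9.6e-07) and 4.70 for MKI67 (limma adjusted p = 6.4e-08). The replicate block gave 8.57 and -4.80 for BIRC5, and 9.02 and -4.29 for MKI67, for the rise to D4 and the fall from D4.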

Of further interest are those transcripts that are downregulated during differentiation from D0 to D10 IVPCs, which includes DUSP1 (FC −7.7), FOS (FC −8.0), and FOSB (FC −6.8).

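DUSP1 (ENSG00000120129) was at 559 ± 175 CPM at D0 (SD, n = 2), 3.23 ± 0.587 at D4 (SD, n = 3) and 3.32 ± 0.281 at D10 (SD, n = 2), a log2 FC from D0 to D10 of -7.36 (standard error 0.25, limma adjusted p = 3.6e-07). FOS (ENSG00000170345) was at 266 ± 87.5 CPM at D0 and 1.55 ± 0.382 at D10, a log2 FC of -7.40 (standard error 0.30, limma adjusted p = 7.8e-07). FOSB (ENSG00000125740) was at 74.8 ± 22.2 CPM at D0 and 0.914 ± 0.238 at D10, a log2 FC of -6.33 (standard error 0.28, limma adjusted p = 1.3e-06). The replicate block moved these log2 FCs to -7.46, -7.22 and -6.28. DUSP1 had reached its D10 level at D4 (log2 FC 0.05 from D4 to D10, limma adjusted p = 0.86), while FOS and FOSB fell further after D4 (log2 FC -1.32 and -1.46). These are immediate early genes, and a list of 15 such genes was lower at D4 than at D0. By the size of the fall, FOS ranked 13, DUSP1 14 and FOSB 32 of the protein-coding genes tested. FBLN2 ranked 1, with no reads at D10 and a level at least 55.9-fold lower than at D0.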

### 2.4. Ig Protein-Coding Transcript Expression during IVPC Differentiation

When Ig-related transcripts were considered independently, the D10 IVPCs had an overexpression of Ig transcripts including both heavy and light chain transcripts, as would be expected in PCs. 

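Ig genes took 1.45 ± 0.120% of the reads on genes at D0 (SD, n = 2), 8.94 ± 1.32% at D4 (SD, n = 3) and 46.9 ± 3.11% at D10 (SD, n = 2). At D10 the share was 14.2 ± 0.12% on heavy chain genes, 24.8 ± 4.16% on kappa light chain genes and 7.82 ± 1.17% on lambda light chain genes, against 0.871 ± 0.0932%, 0.477 ± 0.0396% and 0.0983 ± 0.0131% at D0. Some listed Ig genes overlap and were each given the same reads, so these shares count some reads more than once, and over the constant region genes alone the share at D10 was 20.8 ± 1.39%. From D0 to D10, 262 Ig genes were significantly higher and 5 lower (limma adjusted p of 0.05 or less), with a median log2 FC of 6.20 over those tested. Adding the replicate block gave 270 higher and 5 lower.

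**Figure D2:**
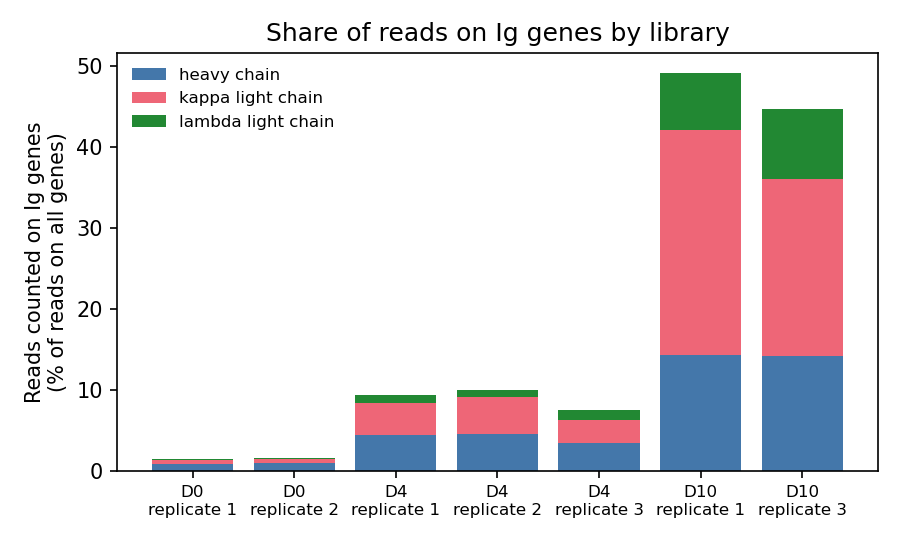
Percent of the reads on all genes that were counted on Ig heavy chain, kappa light chain and lambda light chain genes, with 1 stacked bar for each of the 7 libraries. All Ig genes together took 1.36% and 1.53% at D0, 7.46% to 9.99% at D4, and 44.7% and 49.1% at D10.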

With respect to Ig heavy chain (HC) expression, resting B cells (D0) had high levels of IgD and IgM HC transcripts. 

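At D0, IGHM (ENSG00000211899) was at 3389 ± 382 CPM and IGHD (ENSG00000211898) at 918 ± 151.9 CPM (SD, n = 2 each). They were followed by IGHG1 at 544 ± 22.0, IGHG3 at 186 ± 33.6, IGHA1 at 106 ± 43.0, IGHG2 at 60.4 ± 22.7, IGHA2 at 22.7 ± 0.418 and IGHG4 at 11.3 ± 4.87 CPM. The difference between IGHD and IGHG1 was larger than the spread between the D0 libraries.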

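IGHM rose to 22325 ± 7752 CPM at D10 (SD, n = 2), a log2 FC over D0 of 2.68 (standard error 0.32, limma adjusted p = 0.00022), or 3.10 with the replicate block (limma adjusted p = 3.9e-07). From log2 values of the deposited RPKM, the IGHM log2 FC was 1.45 and no longer past the threshold, with limma adjusted p values of 3.9e-07 to 0.055 over the alternatives. IGHD fell to 141 ± 93.0 CPM at D4 (SD, n = 3) and 104 ± 33.3 CPM at D10 (SD, n = 2). The IGHD log2 FC from D0 to D10 was -3.17 (standard error 0.49, limma adjusted p = 0.00082), or -2.50 with the replicate block (limma adjusted p = 5.5e-05). Both genes lie on chromosome 14, IGHD from 105836765 to 105845678 and IGHM, as listed in the files, from 105854220 to 106235572.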

At D10, IgM transcripts modestly increased (FC = 2.9) and IgD levels decreased significantly (FC = −2.5), in a manner consistent with the normal IgD expression patterns in vivo [30]. IgA and IgG isotype transcripts significantly increased at D10 (FC > 6.0), with the IgG4 subtype having the greatest FC in expression between D0 and D10 IVPCs at 8.7 (Table 1).

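IGHG4 (ENSG00000211892) rose to 4286 ± 625 CPM at D10 (SD, n = 2), a log2 FC over D0 of 8.62 (standard error 0.27, limma adjusted p = 2.6e-07). The log2 FC was 7.43 for IGHG1, 7.27 for IGHG2, 6.20 for IGHG3, 7.26 for IGHA1 and 7.25 for IGHA2, with limma adjusted p values of 9.4e-08 to 7.1e-06. With the replicate block it was 8.82 for IGHG4, 7.65, 7.98 and 6.62 for IGHG1, IGHG2 and IGHG3, and 7.29 and 7.11 for IGHA1 and IGHA2. IGHG4 had the largest log2 FC of the 8 heavy chain genes of Table 1 in both fits. By level at D10, IGHG1 was highest at 93906 ± 10278 CPM, and IGHG4 was below IGHA1 (16833 ± 9301 CPM), IGHG3 (13838 ± 3942 CPM) and IGHG2 (9127 ± 1976 CPM). In the files IGHG1 and IGHG3 are listed with spans that reach over other heavy chain genes.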

Because RNA-seq analysis can also reveal Ig variable (V), diversity (D) and joining (J) segment usage as well as the level of somatic mutations, we next focused on the Ig repertoire of D0, D4, and D10 cells. By aligning to known germline Ig sequences in IMGT/V-Quest (www.imgt.org, last accessed on 18 April 2021) and then assembling the paired ends of D0, D4 and D10 Ig transcripts, we were able to analyze the Ig repertoire. Since the Ig HC variable region (IGHV) is encoded by V, D and J segments, only fragments that could be confidently determined were considered. All but three IGHV transcripts (IGHV3-35, IGHV3-47, and IGHV7-8) and all but two Ig HC diversity region (IGHD) transcripts (IGHD4-4 and IGHD5-5) were found (data not shown). All Ig HC joining region segments (IGHJ) were represented across the differentiation spectrum (data not shown). In D0 cells, the number of unique VDJ combinations ranged from 643 to 863 across all 3 D0 samples and increased to a range of 2524 to 2867 in D10 IVPCs (Table 2). The latter increased numbers most likely reflect increased detection of a wider range of VDJ combinations due to enhanced Ig transcription per cell during differentiation. This is further supported by our observations that when looking at the differential expression of each VDJ combination from D0 to D10, a pairwise t-test for relative frequency showed that there was no significant change greater than 1%, suggesting that the repertoire diversity was not skewed by our stimulation conditions (data not shown).

Our analysis also permitted an assessment of the extent of somatically mutated (M) IGHV sequences across the differentiation continuum. Indeed, D0 B cells exhibited a high percentage of unmutated (UM) sequences which dropped dramatically in D4 and D10 cells while M sequences increased, suggesting that, in this system, memory B cells are preferentially activated and differentiate into IVPCs (Figure 4).

### 2.5. Non-Protein-Coding Transcript Expression during IVPC Differentiation

Our RNA-seq data also presented the opportunity to investigate differential expression of all classes of ncRNAs during differentiation of B cells into PCs. Although many ncRNAs still do not have identified functions, an emerging literature demonstrates the importance of ncRNAs in regulating expression of protein-coding genes. 

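Of the 982 ncRNAs of Table S2, 981 were found in the files by Ensembl ID and 977 passed the filter on reads. Across the 3 stages, 898 of them had a limma adjusted p of 0.05 or less and a log2 FC of at least 2 in size in at least 1 comparison, and 902 did with the p values adjusted over the list alone. The list is the paper's own selection from these samples, so these counts are not independent of it. In the fit with the replicate block, 917 passed. Another 708 ncRNAs passed that Table S2 does not list. Among the 903 ncRNAs of the list with exon coordinates in GENCODE release 29, 386 (42.7%) share exon positions with a protein-coding or Ig gene, and without strand information the reads at these positions cannot be assigned to either.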

Using log2 FC ≥ 2, and FDR ≤ 0.05, 982 non-coding transcripts were considered differentially expressed across all 3 time points and formed 5 distinct clusters of regulation (Figure 5; Supplemental Table S2) representing various classes of ncRNAs (Figure 2B). Although most ncRNAs are expressed at low levels compared to coding genes [31], we found the well-studied long intergenic non-coding RNA (lincRNA) MALAT1 (Cluster V) had the highest expression at each time point across the differentiation continuum. Similarly, the lincRNA MIAT (Cluster I) is also highly expressed across all three time points but slightly elevated in D10 IVPCs (data not shown).

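By CPM, MALAT1 (ENSG00000251562, chromosome 11 from 65497762 to 65506516) ranked 1 among the 21752 ncRNAs in each of the 7 libraries. By RPKM, which divides by gene length, it ranked 1 and 7 at D0, 17 to 32 at D4 and 9 in both D10 libraries. The files list 3 overlapping entries under this name, and the longest, annotated as a lincRNA, was used. The median ncRNA tested was at 0.952 CPM at D0, 0.621 at D4 and 0.737 at D10, against 14.9, 19.4 and 17.1 CPM for the median protein-coding gene.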

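MIAT (ENSG00000225783, chromosome 22 from 26646428 to 26676475) was at 48.6 ± 17.8 CPM at D0 (SD, n = 2), 160.0 ± 9.81 at D4 (SD, n = 3) and 638 ± 98.5 at D10 (SD, n = 2). Among all ncRNAs it ranked 54 and 96 at D0, 15 to 21 at D4 and 10 in both D10 libraries by CPM. Its log2 FC over D0 was 1.77 at D4 (standard error 0.21, limma adjusted p = 0.00017) and 3.75 at D10 (standard error 0.23, limma adjusted p = 6.2e-06), or 3.52 at D10 with the replicate block.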

Clusters I–III largely included ncRNAs that were upregulated in D10 IVPCs. 

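Table S2 places 261 ncRNAs in Clusters I to III, and 258 of them were tested. At D10, 257 were higher than at D0, of which 251 had a limma adjusted p of 0.05 or less. The paper formed its clusters from expression in samples that include these, so the counts by direction in each cluster are not independent of them. The median log2 FC was 1.94 from D0 to D4 and 3.53 from D0 to D10 in Cluster I (129 tested), 3.09 and 3.51 in Cluster II (86 tested), and -0.38 and 2.71 in Cluster III (43 tested). With the replicate block 256 were higher at D10, and with scaling by library size alone 255 were.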

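The ncRNAs of Figure 6 were placed against the Ig genes by their GRCh38 coordinates in the files. On chromosome 2, AC096579.13 (88811186 to 88861563) overlaps IGKC and the joining segment IGKJ2, among other Ig genes. AC244205.1 overlaps no Ig gene and lies 89.7 kb from IGKC. RP11-1399P15.1 and LINC00152 (87455368 to 87606805) overlap no Ig gene and lie 1379 and 1250.4 kb from IGKC, with the nearest Ig gene 138 and 116 kb away on the other side. On chromosome 14, the lincRNA ENSG00000253364 overlaps IGHG2, pri-miR-4538 (105589936 to 105590013) lies 1.54 kb from the nearest Ig gene, and RP11-521B24.3 (105416884 to 105419739) lies 167 kb from it. On chromosome 22, 6 of the 7 ncRNAs overlap an Ig lambda variable gene, such as AC244157.1 with IGLV2-11 and pri-miR-650 with IGLV2-8, and AC245028.1 lies 0.124 kb from the nearest.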

Of interest, a number of these are located within the Ig loci on chromosomes 2, 14, and 22. 

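All 14 ncRNAs of Figure 6 had a higher mean log2 CPM at D10 than at D0, with log2 FCs from 1.59 to 7.58 and a median of 6.21, and 13 had a limma adjusted p of 0.05 or less. The exception was AC244205.1 (log2 FC 4.43, standard error 1.94, limma adjusted p = 0.083), which had 0 and 100 reads in the D0 libraries. With the replicate block its limma adjusted p was 0.0037 (log2 FC 6.14) and all 14 passed. The largest log2 FCs were those of AC244157.1 (7.58, standard error 0.39, limma adjusted p = 2.5e-06), AC244250.3 (7.31, standard error 1.19, limma adjusted p = 0.0011) and AC244250.1 (7.21, standard error 0.46, limma adjusted p = 7.2e-06). The median was 6.85 for the 8 ncRNAs that overlap an Ig gene and 4.09 for the 6 that do not. RP11-521B24.3 had the smallest log2 FC (limma adjusted p = 0.012), from 7 to 9 reads per library at D0 and 11 to 12 at D10, and it no longer passed with scaling by library size alone. AC096579.13 rose from 18.4 ± 1.04 CPM at D0 to 1399 ± 481 CPM at D10 (SD, n = 2 each), and the reads on IGKJ2 were 94.0% to 99.3% of its reads, depending on the library.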

Figure 6 shows the expression levels of ncRNA genes located within the Ig loci, with the majority observed to increase as D0 B cells differentiate into D4 plasmablasts and D10 IVPCs. However, the expression of known or nearby protein-coding targets associated with selected ncRNAs within each of the three Ig loci was observed to be either upregulated or downregulated (Supplemental Figure S6).

Cluster IV comprises ncRNAs that show increased expression at D4 followed by a decrease in D10 IVPCs. This cluster includes ncRNAs associated with proliferation such as CCND2-AS1, HMMR-AS1, and CTD-2510F5.4 and those associated with cytoskeletal proteins such as VIM-AS1, antisense to TUBB, and AC139149.1 reflecting activated, proliferating B cells undergoing cytoskeletal conformational changes (Figure 7).

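Of the 81 ncRNAs of Cluster IV, all of which were tested, 79 were higher at D4 than at D0 and lower at D10 than at D4. For 59 of them both changes had a limma adjusted p of 0.05 or less. The cluster was drawn from this pattern in samples that include these, so these counts are not an independent check of it. The median log2 FC was 3.03 from D0 to D4, -2.41 from D4 to D10 and 0.94 from D0 to D10. When the replicate block was added, 78 rose and then fell.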

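CCND2-AS1 (ENSG00000256164) was at 0.761 ± 0.150 CPM at D0 (SD, n = 2), 68.3 ± 13.8 at D4 (SD, n = 3) and 12.3 ± 3.03 at D10 (SD, n = 2), with a log2 FC of 6.46 from D0 to D4 (limma adjusted p = 3.2e-07) and -2.47 from D4 to D10 (limma adjusted p = 9.4e-05). HMMR-AS1 (ENSG00000251018), with 0 and 1 read in the D0 libraries, reached 6.14 ± 1.32 CPM at D4, at least 92.9-fold above a floor of 3 reads at D0, and was at 0.596 ± 0.0144 CPM at D10. CTD-2510F5.4 had log2 FCs of 5.54 and -4.52 for the rise and the fall (limma adjusted p = 4.8e-07 and 3.3e-06), VIM-AS1 of 2.20 and -1.68 (limma adjusted p = 0.00038 and 0.0028), the TUBB antisense RNA of 3.64 and -3.26 (limma adjusted p = 1.4e-07 and 9.1e-07), and AC139149.1 of 3.14 and -3.56 (limma adjusted p = 4.1e-07 and 9.1e-07). The rises to D4 with the replicate block were 6.58 for CCND2-AS1, 8.17 for HMMR-AS1, 5.55 for CTD-2510F5.4, 2.46 for VIM-AS1, 3.69 for the TUBB antisense RNA and 3.08 for AC139149.1. AC139149.1 (chromosome 17 from 81511026 to 81511109) lies inside ACTG1, and its reads were 3.27% to 4.50% of those on ACTG1 in the 7 libraries. The TUBB antisense RNA (chromosome 6 from 30723105 to 30723877) lies inside TUBB, with 24.7% to 26.9% of its reads. For VIM-AS1 and CCND2-AS1, which overlap VIM and CCND2, the corresponding shares were 7.22% to 17.5% and 2.27% to 8.02%. HMMR-AS1 (chromosome 5 from 163483065 to 163494058) overlaps HMMR (163460203 to 163491945) too. This pair was not examined, so reads of HMMR may make up part of the rise of HMMR-AS1. From D0 to D10 the log2 FC was 1.02 for CTD-2510F5.4 (limma adjusted p = 0.0061), 0.52 for VIM-AS1 (limma adjusted p = 0.21, or 0.00039 with the replicate block) and 0.38 for the TUBB antisense RNA (limma adjusted p = 0.023), and all 3 were negative without TMM.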

Surprisingly, most differentially expressed ncRNAs fell into Cluster V, with decreasing expression as IVPC differentiation progressed. Thus, it is striking that the expression levels of these ncRNAs were greatly decreased in both D4 plasmablasts as well as D10 IVPCs. 

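Cluster V holds 640 of the ncRNAs of Table S2 (65.2%). Over the whole list, 67.0% of the ncRNAs tested were lower at D10 than at D0.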

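Of the 638 Cluster V ncRNAs tested, 630 were lower than at D0 at both D4 and D10, and for 521 both falls had a limma adjusted p of 0.05 or less. This cluster too was drawn from samples that include these, so its counts are not independent of it. From D4 to D10 the median log2 FC was 0.07, and 304 were lower at D10 than at D4. With the replicate block 626 were lower than at D0 at both stages, and leaving out each library in turn gave 626 to 629.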

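LINC01215 (ENSG00000271856) was at 123 ± 2.57 CPM at D0 (SD, n = 2), 15.5 ± 3.15 at D4 (SD, n = 3) and 3.07 ± 0.853 at D10 (SD, n = 2), a log2 FC from D0 to D10 of -5.34 (standard error 0.23, limma adjusted p = 1.1e-06). LINC00926 (ENSG00000247982) fell from 1159.8 ± 166 CPM at D0 to 32.1 ± 6.56 CPM at D10, a log2 FC of -5.18 (standard error 0.22, limma adjusted p = 1.0e-06). SNHG7 had a log2 FC of -2.70 (limma adjusted p = 5.2e-06) and LINC-PINT of -1.39 (limma adjusted p = 0.0014). LINC-PINT was lowest at D4, at 6.93 ± 0.967 CPM, and was higher at D10 than at D4 (log2 FC 0.68, limma adjusted p = 0.032), but not without TMM. HLA-DQB1-AS1 had a log2 FC of -3.62 and HLA-DQB1, which it overlaps, of -3.50 (limma adjusted p = 3.9e-05 and 8.1e-06). The replicate block gave -5.57 for LINC01215, -5.25 for LINC00926, -2.51 for SNHG7, -1.68 for LINC-PINT and -3.95 for HLA-DQB1-AS1. IGF1, a coding transcript that Figure 8 sets beside SNHG7, rose from 0.0764 ± 0.00882 to 50.5 ± 16.6 CPM (log2 FC 9.11, limma adjusted p = 3.1e-07).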

Within this group are the ncRNAs LINC01215, LINC00926, ZEB2-AS1, SNHG7, LINC-PINT, and HLA-DQB1-AS1 (Figure 8). It is also notable that MALAT1 is in Cluster V as well. 

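MALAT1 was at 6604 ± 1841 CPM at D0 (SD, n = 2), 1693 ± 399 at D4 (SD, n = 3) and 11639 ± 3118 at D10 (SD, n = 2). The log2 FC from D0 to D4 was -1.96 (standard error 0.25, limma adjusted p = 0.00027), 3.89-fold lower, and with the replicate block -2.17, 4.49-fold lower. From D0 to D10 the log2 FC was 0.82 (standard error 0.28, limma adjusted p = 0.035), or 0.44 with the replicate block (limma adjusted p = 0.039). The direction of this second change depended on the normalization, and the paper's methods state that TMM was used. With scaling by library size alone MALAT1 was 1.20-fold lower at D10 than at D0 (log2 FC -0.26, limma adjusted p = 0.45), and with the library totals of the authors, chosen after the data were seen, 1.33-fold lower (log2 FC -0.41, limma adjusted p = 0.14). The adjusted p ranged from 0.023 to 0.055 over the alternatives that kept the direction.

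**Figure D3:**
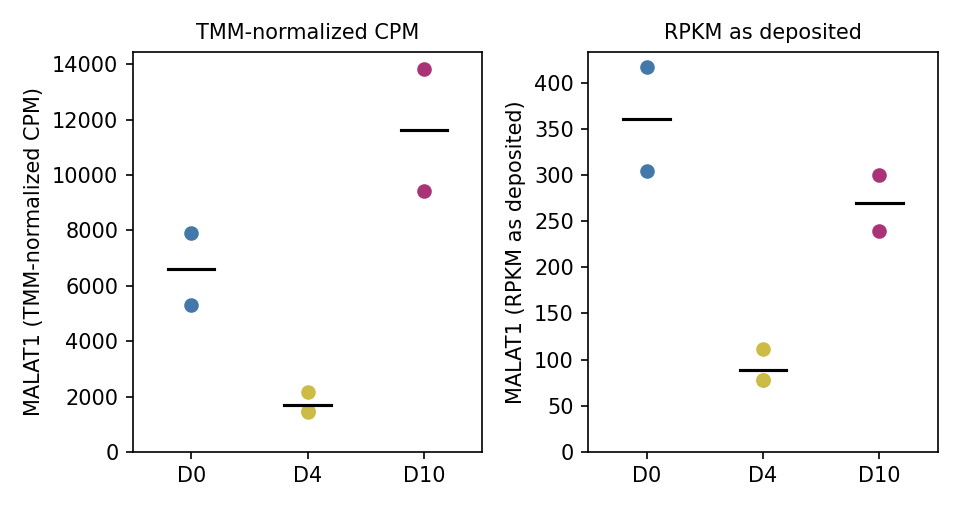
MALAT1 in TMM-normalized CPM (left) and in RPKM as deposited (right) at D0, D4 and D10, with 1 point per library and a line at the mean. In CPM the D10 libraries (9434 and 13844) lie above the D0 libraries (5302 and 7906), while in RPKM the D10 libraries (239.6 and 299.6) lie below the D0 libraries (305 and 417).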

While having the highest expression values across all time points, MALAT1 expression decreased 6.7-fold from D0 to D4 and 1.8-fold from D0 to D10 IVPCs (data not shown).

## 3. Discussion

The generation of Ig-secreting PCs is pivotal to a successful humoral immune response. However, isolating primary human PCs and their precursors for study is technically challenging. Successful models of IVPC generation have proven to be useful tools to better understand B cell differentiation as well as shed new insights into B lineage malignancies [2,4,5,6,8,9,10,24,27,32]. Of note, these studies were focused on characterizing phenotypic changes and identifying protein-coding gene expression profiles, including identification of regulatory transcription factors underlying B cell differentiation. The vast majority of the human genome is transcribed into ncRNAs and there is a growing appreciation for the regulatory role that ncRNAs play in protein-coding gene expression. Differential ncRNA expression in the context of IVPC models is limited. Therefore, in this study, our objective was to utilize RNA-seq and identify a more comprehensive ncRNA expression profile across the differentiation continuum in our modified model system. As the existing literature has demonstrated the impact of culture conditions such as hypoxia, cytokines, and starting B cell phenotype on the resultant IVPCs, it was first necessary for us to characterize and validate the B cell and IVPC phenotype and mRNA expression levels in our in vitro system. As discussed in greater detail below, we analyzed distinctive PC morphological and phenotypic features such as perinuclear hof, cIg and SLAMF7 expression, followed by transcriptional profiling of key transcription factors, cell activation and cell cycling transcripts. Given the robust and hallmark expression of Ig in PCs, we evaluated Ig transcripts to demonstrate that our system generated IVPCs with a diverse Ig repertoire and these were primarily derived from resting memory B cells as revealed by Ig somatic mutation status. Having successfully demonstrated that our system generates PCs that mimic in vivo PCs, we leveraged our model to further identify ncRNA transcripts that are differentially expressed across the B cell differentiation continuum.

While most models described in the literature start with CD27+ memory B cells, we started with total B cells isolated from peripheral blood products and, like Cocco et al. [2], found that memory B cells were preferentially driven to differentiate into PCs in this in vitro system, as evidenced by levels of IGHV region somatic hypermutation. Thus, our work demonstrates that isolation of memory B cells is not a necessary step to generate IVPCs. Because PCs have an inherently high number of Ig transcripts per cell [33], we used a unique method to assess Ig repertoire from our transcriptome data and we were able to verify that the activation conditions did not skew the repertoire. We were also able to assess induction of specific classes of antibody expression and observed decreased IgD expression at D10 with increased expression of IgA and IgG. Our system preferentially activates memory B cells, which typically have undergone isotype switching to IgG or IgA, resulting in loss of expression of IgD. IgD levels also decrease significantly in activated IgM expressing B cells. Thus, our results are entirely consistent with the normal expression patterns of IgD in vivo [30]. Intriguingly, we observed that IgG4 transcripts represented the largest fold increase among Ig isotype transcripts from D0 to D10. Thus, this model system may be useful in specifically studying PC intrinsic gene expression in patients with IgG4-related disease [34] given that IgG4-producing PCs are relatively infrequent and represent 5% or less of all PCs in vivo [35].

In this report, we include a description of differentially expressed protein-coding genes and observed that upregulated transcripts were associated with biological processes involving immunoglobulin production, immune response, positive regulation of B cell activation and B cell receptor signaling while downregulated transcripts again included immune response, but also B cell activation and antigen processing. The primary focus of our study, however, was to gain a better understanding of changes in the transcription of all classes of ncRNAs during the course of primary human B cell activation into proliferating plasmablasts and antibody secreting PCs. Thus, although there are numerous reports describing changes in protein-coding gene expression levels observed in systems generating IVPCs [2,4,5,6,9,10,27], much less is known about the ncRNA transcriptome across the human B cell differentiation continuum. Recent work by Kassambara et al. [10,36], however, did focus on identifying differentially expressed miRNAs and identified numerous stage-specific profiles of B cell development. In the current study, we observed over 900 differentially expressed ncRNA transcripts that demonstrate the existence of a complex network of regulation during differentiation. Hierarchical clustering revealed five distinct patterns of temporally regulated ncRNA transcripts. Indeed, previous studies have identified clear roles for ncRNAs in B cell development and malignancy [15,16,37,38,39,40]. For example, we observed that MALAT1 and MIAT are highly expressed ncRNAs in our system. However, MALAT1 (Cluster V) expression decreases during differentiation but MIAT (Cluster 1) expression increases. Although the current literature on both ncRNAs largely concerns deregulated expression in B cell malignancies [41,42], our results suggest that these ncRNAs, among others, may also be playing important roles, albeit as yet unidentified, in normal human B cell differentiation into PCs.

Our results also revealed the upregulation in expression of several ncRNA genes residing in Ig loci. It remains unclear at this time whether these ncRNAs are highly transcribed because of their location in Ig loci in PCs or are independently expressed and play an important regulatory role in either normal or malignant B cell differentiation or function. In support of the latter concept, LINC00152 on chromosome 2 is highly expressed in an array of tumor types and has been shown to promote metabolism, proliferation, cell survival, growth, and angiogenesis through disruption of various pathways such as PI3K/AKT, mTOR, IL-1, and NOTCH-1 signaling [43]. 

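LINC00152 (ENSG00000222041) was at 0.787 ± 0.0551 CPM at D0 (SD, n = 2), 35.1 ± 0.945 at D4 (SD, n = 3) and 41.0 ± 0.134 at D10 (SD, n = 2). Its log2 FC over D0 was 5.46 at D4 (standard error 0.12, limma adjusted p = 4.4e-08) and 5.68 at D10 (standard error 0.13, limma adjusted p = 7.6e-08), or 5.73 at D10 with the replicate block. Of the 19682 words of 100 bases in its exons, 2077 (10.6%) also occur in MIR4435-1HG, and reads on these cannot be told apart by sequence. The entry on which its reads were counted is 3405 bases long, so the words come from a wider set of exons. The 10.6% is therefore not the share of the counted entry that is ambiguous, which was not measured.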

Our data demonstrate that LINC00152 is highly expressed and protein transcripts described in the literature as being associated with this ncRNA are also differentially regulated during PC differentiation. Another notable example is RP11-731F5.2 (Cluster I), which is located on chromosome 14 within the IGH locus. It is in close proximity to the IGHG2 and IGHG4 genes and has been associated with class switch recombination [44]. However, overexpression of RP11-731F5.2 has also been implicated in other biological systems such as gastric cancer [45] and colorectal cancer [46]. 

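In the files this lincRNA (ENSG00000253364) spans 105644496 to 105649057 on chromosome 14, IGHG2 spans 105643052 to 105644790 and IGHG4 spans 105624341 to 105626066, so it overlaps the end of IGHG2. The lincRNA was at 22.9 ± 8.93 CPM at D0 (SD, n = 2), 290.2 ± 165 at D4 (SD, n = 3) and 2534 ± 48.9 at D10 (SD, n = 2). The log2 FC from D0 to D10 was 6.85 (standard error 0.44, limma adjusted p = 8.1e-06), or 7.40 with the replicate block. Its reads were 21.8% to 38.1% of the reads on IGHG2 in the 7 libraries.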

In the context of PCs, transcriptional profiling in MM revealed RP11-731F5.2 to be the most highly expressed lncRNA but still capable of distinguishing hyperdiploid status from non-hyperdiploid in MM [42]. Previously, RP11-7315.2 has been shown to upregulate MS4A1 (CD20) in chronic obstructive pulmonary disease [47]. However, CD20 is known to be downregulated in B cell differentiation and is significantly downregulated in our D10 IVPCs suggesting that this lincRNA may have multiple, diverse functions in B cell differentiation and biological systems. miR-650 on chromosome 22 is located in the Ig λ light chain locus (IgL) and increased expression in B cell chronic lymphocytic leukemia (B-CLL) predicts a more favorable disease course and targets CDK1, ING4 and EBF3 [48]. However, previous studies have shown that miR-650 is transcribed independently of Ig [49]. Indeed, in other tissues, overexpression of mir-650 results in more aggressive cancer such as oral cancer [50] and colorectal cancer [51] by targeting GFI and NDRG2, respectively. 

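MS4A1 (ENSG00000156738, chromosome 11 from 60455752 to 60470760) was at 2327 ± 185 CPM at D0 (SD, n = 2), 837 ± 257 at D4 (SD, n = 3) and 265 ± 36.3 at D10 (SD, n = 2). Its log2 FC over D0 was -1.52 at D4 (limma adjusted p = 0.00052) and -3.14 at D10 (standard error 0.24, limma adjusted p = 2.0e-05), or -3.44 at D10 with the replicate block. CDK1 (ENSG00000170312) rose from 0.502 ± 0.0491 CPM at D0 to 135 ± 14.4 at D4 and was at 8.49 ± 1.39 at D10, a log2 FC from D0 to D10 of 4.04 (limma adjusted p = 1.1e-06). ING4 (ENSG00000111653) had a log2 FC of -0.66 (limma adjusted p = 0.0022). EBF3 had 0 to 7 reads per library and was not tested. The replicate block gave 4.03 for CDK1 and -0.71 for ING4.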

In D10 IVPCs, pri-miR-650 is highly expressed and its mature form, miR-650, may be influencing these known targets in a similar manner. 

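The entry matched to pri-miR-650 (ENSG00000207836, listed as MIR650) spans 22822776 to 22822871 on chromosome 22, within IGLV2-8, and the libraries measure poly-A RNA, not the mature miR-650. It had 127 to 136 reads per library at D0 and 4499 to 4507 at D10, a log2 FC of 6.22 (standard error 0.17, limma adjusted p = 1.5e-07), or 6.00 with the replicate block. Its reads were 7.53% to 20.3% of those on IGLV2-8. NDRG2 (ENSG00000165795) was at 7.11 ± 0.199 CPM at D0 and 0.752 ± 0.160 at D10 (SD, n = 2 each), a log2 FC of -3.23 (standard error 0.27, limma adjusted p = 2.8e-05), or -3.05 with the replicate block.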

Finally, of interest, AC244250.1 (Cluster I) and AC244157.1 (Cluster I) are also located on chromosome 22 and positioned in the IgL locus. These two ncRNAs have yet to be associated with protein-coding transcripts but were highly expressed in our λLC only expressing human MM cell lines (data not shown) suggesting a potential role in MM.

The ncRNAs in Cluster IV are very interesting and may exhibit the most regulatory control in that they are expressly upregulated at D4 (plasmablast state) and then dramatically downregulated upon differentiating into plasma cells. This cluster includes proliferative and cell cycle-related ncRNAs such as CCND2-AS1, HHMR-AS1 [52] and CTD-2510F.4, with the latter playing a role in autophagy [53] and is in close proximity to BIRC5/Survivin. 

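In the files CTD-2510F5.4 (ENSG00000265415) spans 59202677 to 59203829 on chromosome 17 of GRCh38, and the start of BIRC5 on the same chromosome is listed at 78214186. CTD-2510F5.4 was at 0.307 ± 0.00414 CPM at D0 (SD, n = 2), 14.9 ± 1.40 at D4 (SD, n = 3) and 0.639 ± 0.0756 at D10 (SD, n = 2).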

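VIM was at 140.1 ± 30.4 CPM at D0 (SD, n = 2), 1066 ± 96.3 at D4 (SD, n = 3) and 257 ± 0.519 at D10 (SD, n = 2), a log2 FC from D0 to D4 of 2.94 (limma adjusted p = 1.5e-06). TUBB had a log2 FC of 3.59 from D0 to D4 (limma adjusted p = 8.5e-08) and -3.26 from D4 to D10, and ACTG1 of 3.12 (limma adjusted p = 1.8e-07) and -3.37. With the replicate block the rises to D4 were 3.00 for VIM, 3.64 for TUBB and 3.14 for ACTG1. From D0 to D10 the log2 FC was 0.89 for VIM, 0.33 for TUBB and -0.25 for ACTG1 (limma adjusted p = 0.0017, 0.024 and 0.077), and those of VIM and TUBB were negative without TMM. That of ACTG1 passed the threshold without TMM, at -1.33 by library size, where the median of all genes moved by -1.08. The library totals of the authors and log2 RPKM, both chosen after the data were seen, gave -1.48 and -1.47 for ACTG1. CCND2 and HMMR, which Figure 7 sets beside CCND2-AS1 and HMMR-AS1, had log2 FCs from D0 to D4 of 5.04 and 7.28 (limma adjusted p = 1.5e-07 and 4.4e-08).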

Cytoskeletal coordination is critical in early B cell activation [54] and proliferation [55] and indeed tubulin and actin-related ncRNA transcripts exhibit an increased expression at D4 as do their putative targets of VIM, TUBB and ACTG1 gene transcripts [54,55].

Remarkably, the largest cluster (V) comprises those transcripts that are significantly downregulated upon stimulation (D4) and differentiation (D10). It is tempting to speculate that this cluster includes ncRNAs that antagonize B cell differentiation and that downregulated expression of these ncRNAs is essential to permit expression of protein-coding genes required for B cells to differentiate into antibody secreting PCs. 

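With TMM normalization the median log2 FC of the Cluster V ncRNAs over D0 was -2.35 at D4 and -2.36 at D10, or -2.39 and -2.41 with the replicate block. With scaling by library size alone it was -2.62 and -3.40, where the median of all genes from D0 to D10 also moved by -1.08. From the lower expression of this cluster at D4 and D10, the paper proposes, as a speculation, that it includes ncRNAs that oppose B cell differentiation, and that their decrease permits the expression of the protein-coding genes needed for differentiation into PCs.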

Within Cluster V, we observed that LINC01215 was downregulated as was its associated target, SLC2A3 (GLUT3) [56]. 

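SLC2A3 (ENSG00000059804, chromosome 12 from 7919230 to 7936275) was at 145 ± 20.2 CPM at D0 (SD, n = 2), 69.2 ± 6.24 at D4 (SD, n = 3) and 49.5 ± 6.62 at D10 (SD, n = 2). Its log2 FC over D0 was -1.07 at D4 (limma adjusted p = 0.00024) and -1.55 at D10 (standard error 0.15, limma adjusted p = 6.3e-05), or -1.73 at D10 with the replicate block. LINC01215 lies on another chromosome, on chromosome 3 from 108125821 to 108138610.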

Of interest, LINC01215 was predicted to be highly associated with multiple immune pathways in the context of breast cancer [57]. LINC00926 is linked with CD22, which is a known B cell associated receptor that regulates B cell signaling, proliferation and survival [58]. 

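CD22 (ENSG00000012124, chromosome 19 from 35319261 to 35347355) was at 912 ± 80.2 CPM at D0 (SD, n = 2), 244 ± 61.6 at D4 (SD, n = 3) and 104 ± 12.4 at D10 (SD, n = 2). The log2 FC over D0 was -1.93 at D4 (standard error 0.21, limma adjusted p = 0.00010) and -3.13 at D10 (standard error 0.23, limma adjusted p = 1.6e-05), or -3.17 at D10 with the replicate block. LINC00926 lies on chromosome 15 from 57300365 to 57307769.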

During differentiation, CD22 expression is lost on PCs and LINC00926 may be regulating that expression. FAM66C decreased expression following activation may be linked to the need for antibody secreting cells to have an active and functioning proteasome pathway to remove excess unfolded Ig molecules. Thus, this ncRNA has been shown to be associated with inhibiting the proteasome pathway in prostate cancer [59]. 

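FAM66C (ENSG00000226711, chromosome 12 from 8180209 to 8216151) was at 3.49 ± 0.609 CPM at D0 (SD, n = 2), 0.640 ± 0.108 at D4 (SD, n = 3) and 0.348 ± 0.186 at D10 (SD, n = 2), from 131 to 190, 26 to 34 and 5 to 9 reads per library. Its log2 FC over D0 was -2.43 at D4 (limma adjusted p = 0.00090) and -3.37 at D10 (standard error 0.43, limma adjusted p = 0.00030), or -3.66 at D10 with the replicate block.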

The lncRNA MATN1-AS1 has been shown to inhibit proliferation in the context of glioblastoma due to its ability to inhibit expression of RELA [60]. 

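MATN1-AS1 (ENSG00000186056, chromosome 1 from 30718504 to 30726827) was at 19.1 ± 1.76 CPM at D0 (SD, n = 2), 1.18 ± 0.399 at D4 (SD, n = 3) and 2.03 ± 0.0604 at D10 (SD, n = 2). The log2 FC over D0 was -4.05 at D4 (limma adjusted p = 8.2e-06) and -3.22 at D10 (standard error 0.30, limma adjusted p = 5.6e-05), or -2.97 at D10 with the replicate block. RELA (ENSG00000173039) was at 74.0 ± 0.215, 52.2 ± 8.20 and 60.4 ± 5.37 CPM at D0, D4 and D10. From D0 to D10 its log2 FC was -0.30 (standard error 0.16, limma adjusted p = 0.14), or -0.11 with the replicate block (limma adjusted p = 0.36), and past the threshold only without TMM. At D4 it was -0.52 (limma adjusted p = 0.013).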

Downregulation of this lncRNA in both D4 and D10 B cells may similarly reflect an antagonizing role in B lineage cells as well. Finally, ZEB2 plays a critical role in development of B cells but less is known about its function in mature B cells and PCs [61]. Silencing of ZEB2-AS1 has been shown to downregulate ZEB2 [62], and our data demonstrate that ZEB2 and ZEB2-AS1 are both downregulated in D10 IVPCs.

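ZEB2-AS1 (ENSG00000238057) was at 5.04 ± 0.117 CPM at D0 (SD, n = 2), 0.801 ± 0.414 at D4 (SD, n = 3) and 0.391 ± 0.12 at D10 (SD, n = 2), a log2 FC from D0 to D10 of -3.68 (standard error 0.46, limma adjusted p = 0.00029). ZEB2 (ENSG00000169554) fell from 105 ± 6.20 CPM at D0 to 10.6 ± 1.03 CPM at D10, a log2 FC of -3.31 (standard error 0.24, limma adjusted p = 1.4e-05). These log2 FCs with the replicate block were -4.14 and -3.49. In the files ZEB2-AS1 (chromosome 2 from 144518097 to 144521477) lies inside the span of ZEB2 (144388001 to 144524580), and without strand information their reads are not separable where exons overlap.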

In conclusion, we demonstrate an effective method for generating IVPCs from total blood B cells that reflect the in vivo state, providing a model for downstream applications and investigations into normal B cell biology and malignancy. Using RNA-seq, we were able to distinguish specific expression profiles across the continuum of B cell differentiation into PCs. Of particular interest was the multitude of ncRNA transcripts that were differentially expressed across the three time points, confirming an underlying and important role for ncRNAs in B cell development and differentiation. As the role of ncRNAs has largely been characterized using primary malignant and normal B cells isolated from humans and mice [36,38,42,63,64,65,66,67], isolation of sufficient numbers of pure cells remains challenging. This in vitro system provides an alternative strategy to circumvent this challenge. Of further note, during the tightly regulated process of B cell differentiation, there are multiple opportunities for errors that may predispose to B cell malignancy. This methodology would facilitate the study of distinct B cell subsets without extensive sample collection. Indeed, inducing malignant transformation during differentiation, possibly by introducing defined genetic elements similar to those experiments performed in mice by Högstrand et al. [68] would further our understanding of B cell malignancies at all stages [69].

## 4. Materials and Methods

### 4.1. Isolation of Peripheral Blood Mononuclear Cells

Peripheral blood mononuclear cells (PBMCs) were isolated from leukoreduction system chambers after plateletpheresis of healthy volunteer blood donors through the Division of Transfusion Medicine at Mayo Clinic, Rochester, MN, USA [70]. B lymphocytes were isolated from PBMCs by negative selection using the Easy Sep Human B Cell Enrichment kit (StemCell Technologies, Cambridge, MA, USA) and a Robosep-S instrument (StemCell Technologies, Cambridge, MA, USA) following the manufacturer’s protocols.

### 4.2. Cell Culture

#### 4.2.1. Plasmablast Generation (Day 0–4)

The B cell in vitro culture and differentiation scheme used in this study was developed using modifications of previously published protocols [2,3,5,9]. All B cell cultures were carried out using Iscove’s modified Dulbecco’s medium (IMDM), with GlutaMax-I (Gibco/Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS; Atlanta Biologicals, Flowery Branch, GA, USA) and supplemented with 50 µg/mL human transferrin and 5 µg/mL insulin (both from Sigma-Aldrich, St. Louis, MO, USA). Purified B cells were initially cultured for four days in this media with the following cytokines: soluble CD40L (0.1 µg/mL); enhancer for ligands (0.1 µg/mL; both from Enzo Life Sciences, Farmingdale, NY, USA); CpG phosphororthioate oligodeoxynucleotide 2006 ([71]; (10 µg/mL; synthesized by IDT, Coralville, IA, USA); IL-2 (50 ng/mL); IL-10 (50 ng/mL); and IL-15 (10 ng/mL; all from Peprotech, Rocky Hill, NJ, USA). Cells were plated in 6 well plates at a density of 100,000 cells/mL in 5 mL per well.

#### 4.2.2. Plasma Cell Generation (Day 4–10)

At D4 of culture, plasmablasts were collected, washed and re-cultured in IMDM GlutaMax-I plus 10% FBS, transferrin and insulin in 6 well plates at a density of 500,000 cells/mL of media in 5 mL per well with the following cytokines: IL-2 (50 ng/mL); IL-10 (50 ng/mL); IL-15 (10 ng/mL); and IL-6 (50 ng/mL; a kind gift from Novartis, Basel, Switzerland). At day 7 (D7) of culture, cells were collected, washed and re-cultured in IMDM GlutaMax-I plus 10% FBS, transferrin and insulin in 6 well plates at a density of 500,000 cells/mL of media in 5 mL per well with the following cytokines: IL-15 (10 ng/mL); IL-6 (50 ng/mL); and 500 U/mL IFN alpha (R&D Systems, Minneapolis, MN, USA). On D10, cells displayed an aggregate phenotype similar to in vivo PCs and are thereafter referred to as IVPCs.

### 4.3. Immunophenotypic Analysis

At various points along the time course, cells were collected onto glass slides by cytospin centrifugation and after fixation for 10 min in 95% ethanol, slides were incubated for 10 min in permeabilization buffer (PBS plus 0.2% Triton X-100; Sigma-Aldrich, St. Louis, MO, USA), rinsed briefly in PBS, and stained for cytoplasmic Ig for 45 min at 37 °C in a humidified chamber. After washing with permeabilization buffer and air drying, the slides were cover slipped with Vectashield mounting media with or without DAPI (Vector Labs, Burlingame, CA, USA). Various combinations of the following anti-human Ig antibodies were used at a 1:100 dilution: IgA-TRITC; kappa-FITC; IgM-FITC; lambda-TRITC (all from Southern Biotech, Birmingham, AL, USA); and IgG-AMCA (Vector Labs, Burlingame, CA, USA). Freshly isolated B cells (D0) and D10 IVPCs were collected onto glass slides by cytospin centrifugation and stained for standard morphological features using Wright stain (Thermo Fisher Scientific, Waltham, MA, USA). D0 B cells and D10 IVPCs were analyzed by flow cytometry using a monoclonal PE antibody to SLAMF7/CD319 (Biolegend, San Diego, CA, USA) with an appropriate isotype matched control antibody (Biolegend, San Diego, CA, USA).

### 4.4. RNA-Seq and Bioinformatics

At each phase of differentiation, cells were collected, and RNA isolated using the RNeasy Micro Kit (Qiagen, Germantown, MD, USA). RNA was submitted to the Mayo Clinic Medical Genome Facility, Genome Analysis Core (Rochester, MN, USA), where RNA libraries were prepared using 100 ng of high-quality total RNA according to the manufacturer’s instructions for the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, USA) employing poly-A mRNA enrichment using oligo dT magnetic beads. The final adapter-modified cDNA fragments were enriched by 12 cycles of PCR using Illumina TruSeq PCR primers. The concentration and size distribution of the completed libraries was determined using Fragment Analyzer (AATI, Ankeny, IA, USA) and Qubit fluorometry (Invitrogen, Carlsbad, CA, USA).

Libraries were sequenced at 39 to 68 million fragment reads per sample following Illumina’s standard protocol using the Illumina cBot and HiSeq 3000/4000 PE Cluster Kit. The flow cells were sequenced as 100 × 2 paired end reads on an Illumina HiSeq 4000 using a HiSeq 3000/4000 sequencing kit and HCS HD 3.4.0.38 collection software. Base-calling was performed using Illumina’s RTA version 2.7.7. The transcriptome data (RNA-seq) generated for this study were deposited in the GEO repository with the accession number GSE194123. Sequencing reads were analyzed using the RNA-seq bioinformatics pipeline MAP-RSeq [72].

Differential expression analysis was conducted using edgeR (ver 3.28.1; [73]) and R (ver 3.6.2; www.R-project.org, last accessed on 18 March 2021) [74], with counts normalized using Trimmed Mean of M values (TMM) [75]. Transcripts were considered to be differentially expressed as defined by log2 FC ≥ 2 and FDR ≤ 0.05. ANOVA-like QL F-test analysis using function glmQLFit from edgeR was performed with emphasis on the differential expression across all three time points. Normalized pseudo-counts, which represent the equivalent counts if the number of reads had all been equal under the fitted model, were generated using exactTest from edgeR. Principal Component Analysis (PCA) was conducted using pseudo-counts.

For IGH expression analysis, the RNA-seq reads were aligned using STAR aligner [76] and reads aligning to the chromosomal coordinates of the IGH locus, as well as their read pair mate, were extracted. Random hexamers were trimmed, and the pairs submitted to IMGT HighV-Quest (www.imgt.org, last accessed on 20 April 2021) [77]. Each pair mate of the read pair was annotated with the appropriate V, D and J segment. If there was sufficient length coverage (minimum of 40 nucleotides for each read), the two read mate annotations were then collapsed into a single VDJ call. The VDJ calls were then filtered to keep those calls in which only one confident gene was called for each V, D, and J locus, as well as setting a minimum threshold of 95% identity specifically for the V gene for each call. The number of V region mutations was determined within each read of the complete VDJ call as compared to the reference gene annotation.

Heat maps were generated by Morpheus matrix visualization and analysis software (https://software.broadinstitute.org/morpheus, last accessed on 3 May 2021) using the log2 normalized pseudocolor values and Pearson correlation. GO analyses were performed using GeneCodis (https://genecodis.genyo.es/, last accessed on 20 June 2021) to generate meaningful annotations of genes and gene products focusing on biological processes, cellular components, and molecular functions.

## Figures and Tables

**Figure 1:**
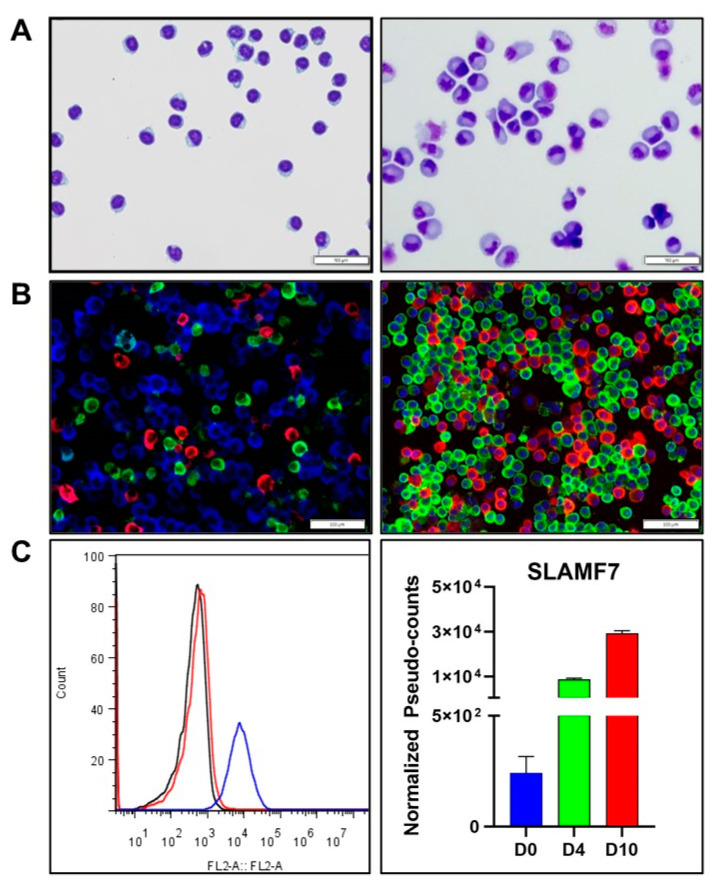
Morphology, cytoplasmic immunoglobulin (cIg) expression and phenotype of B cells differentiated into in vitro plasma cells (IVPC)s. (**A**) Wright staining of day 0 (D0) B cells (left panel) and day 10 (D10) IVPCs (right panel). (**B**) cIg staining of D10 IVPCs. Left panel: D10 IVPCs expressing IgA (red), IgG (blue) and IgM (green). Right panel: D10 IVPCs expressing κ light chain (LC; green), λLC (red), and DAPI (blue). (**C**) SLAMF7 expression. Left panel: D0 cells and D10 IVPCs analyzed by flow cytometry for SLAMF7 expression. Isotype control (black), SLAMF7 D0 B cells (red), SLAMF7 D10 IVPCs (blue). Right panel: SLAMF7 expression by RNA-seq (*p* < 0.0001; D4 = day 4; *n* = 3 at each time point).

**Figure 2:**
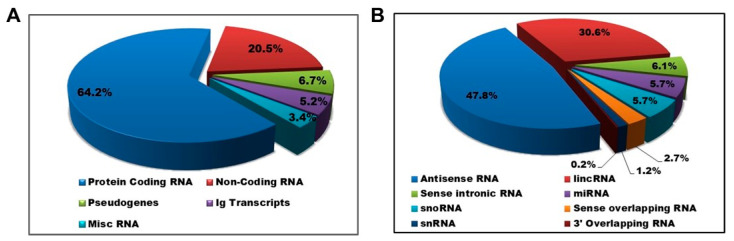
Characterization of differentially regulated RNA transcripts. (**A**) Protein-coding RNAs (excluding immunoglobulin (Ig) transcripts) account for the majority of the differentially expressed RNA transcripts. (**B**) Long non-coding RNAs (lncRNAs) represent 87.4% of the non-coding (ncRNAs) shown in (**A**), with the antisense type representing the majority of lncRNAs.

**Figure 3:**
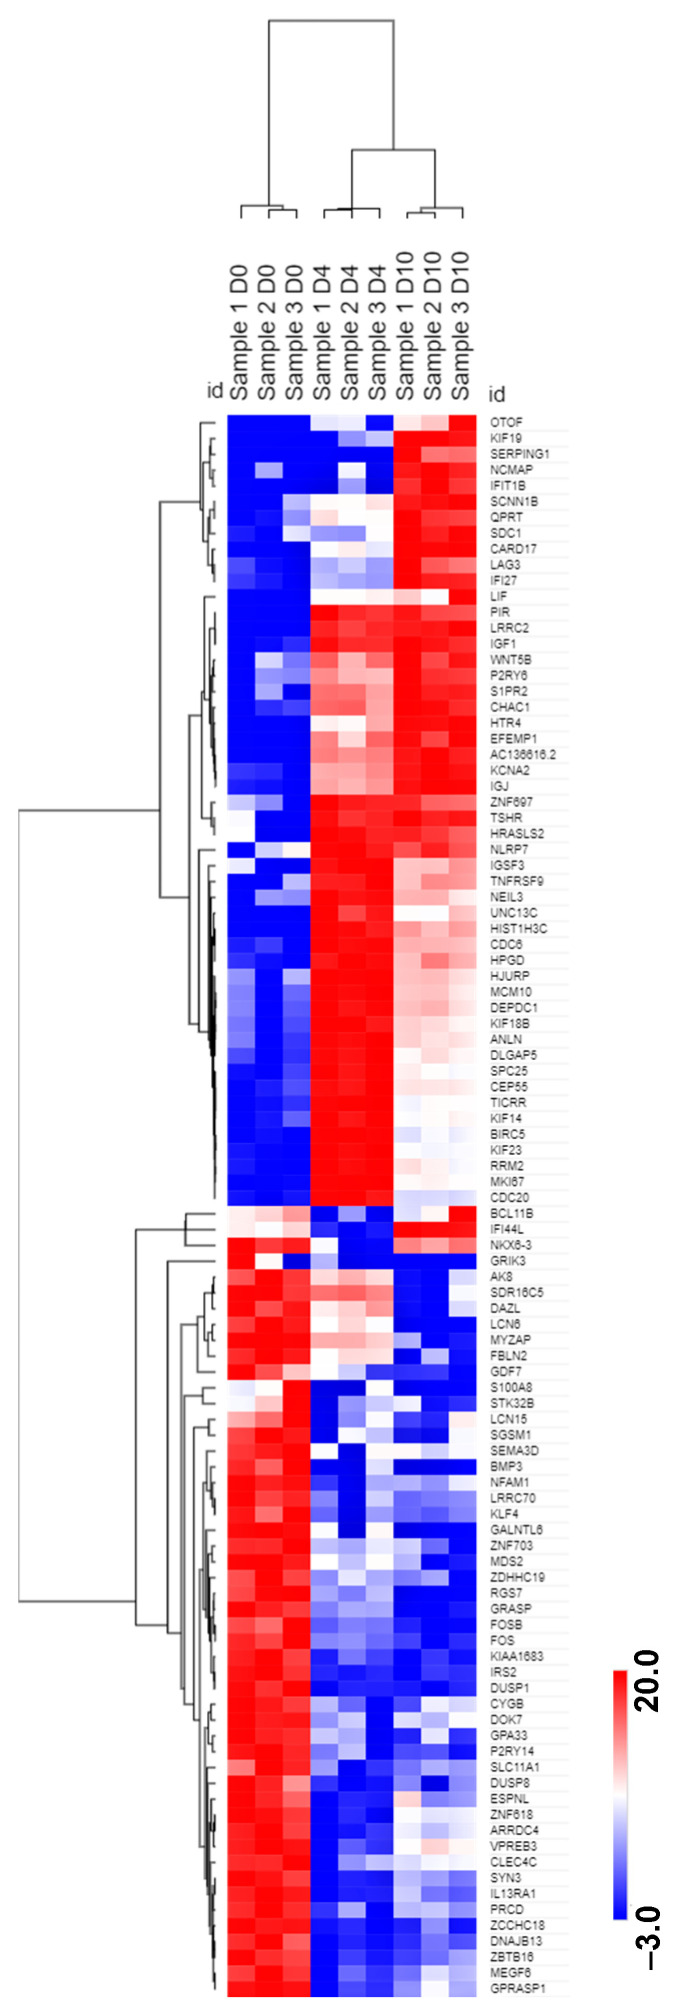
Hierarchical clustering of differentially expressed transcripts during differentiation from D0 resting B cells to D10 IVPCs. The top 100 differentially expressed non-Ig protein-coding transcripts based on fold change (FC) ≥ 2.0 and false discovery rate (FDR) ≤ 0.05 were analyzed by Morpheus software for hierarchical clustering using log2 transformed pseudo-counts and Pearson correlation. The color scale bar represents relative expression based on log2 transformed pseudo-counts.

**Figure 4:**
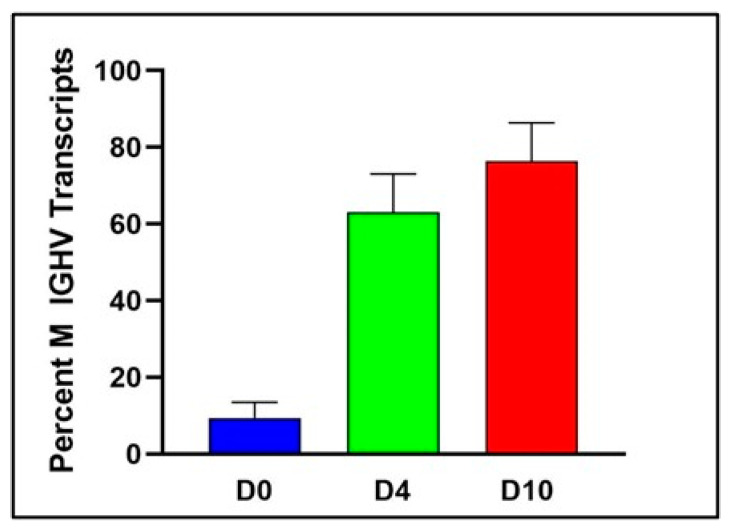
Memory B cells are preferentially expanded in the differentiation process. The percent of unmutated (UM) Ig heavy chain variable region (IGHV) transcripts decreases with differentiation, indicating that cells with a mutated (M) IGHV are preferentially expanded in this in vitro system (*n* = 3; *p* < 0.0001).

**Figure 5:**
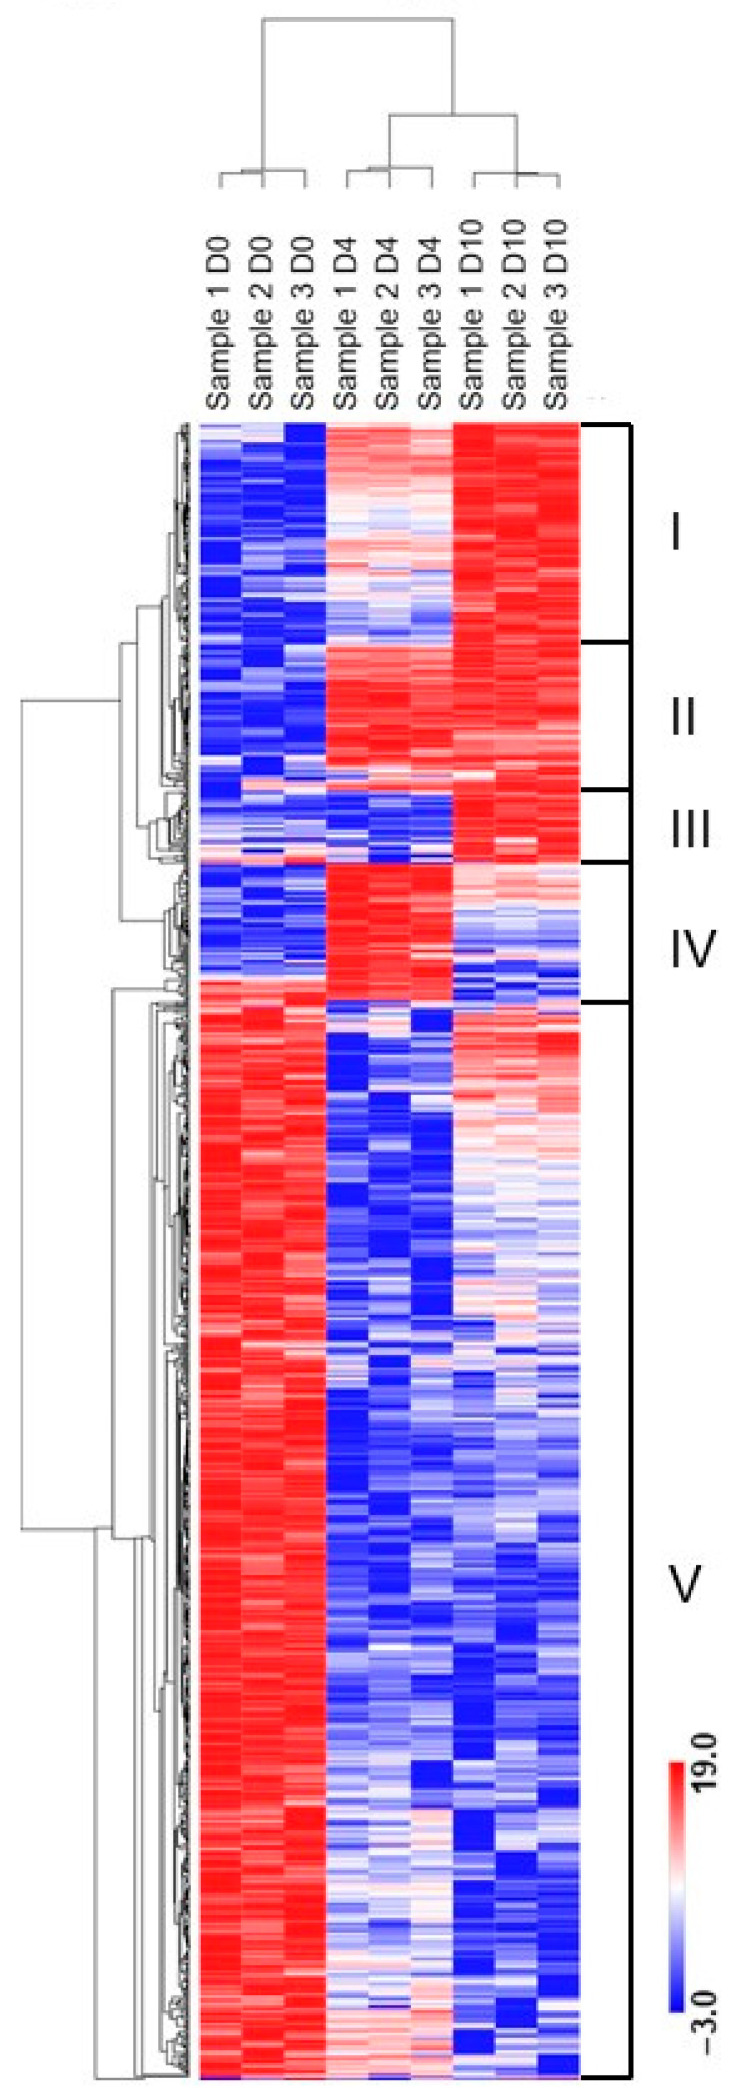
Hierarchical clustering of ncRNAs during the differentiation to IVPCs. A total of 982 ncRNA transcripts were differentially expressed across the transition from D0 resting B cells, D4 plasmablasts and D10 IVPCs based on log2 FC ≥ 2.0 and FDR ≤ 0.05. Five distinctive expression clusters are observed. The color scale bar represents relative expression based on log2 transformed pseudo-counts.

**Figure 6:**
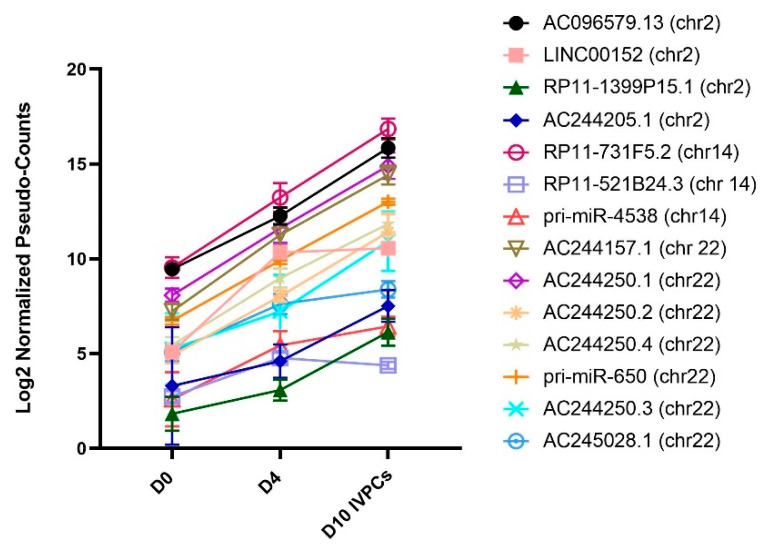
Differentially expressed ncRNA transcripts located in Ig loci. Fourteen differentially expressed ncRNA transcripts are located within Ig loci on chromosomes 2, 14 and 22.

**Figure 7:**
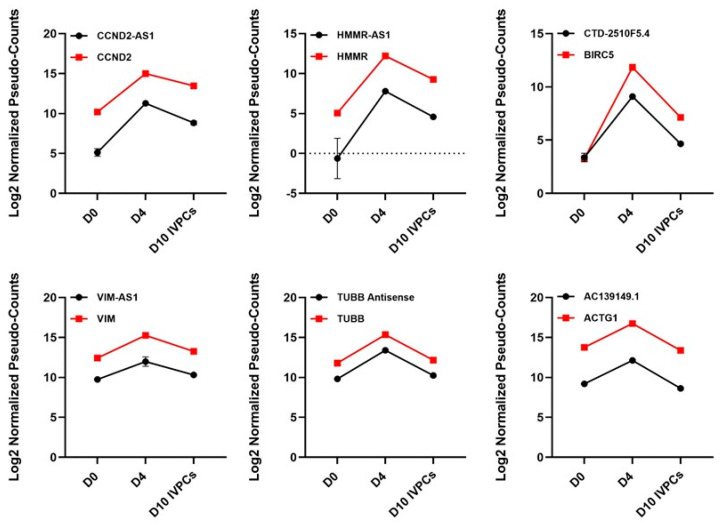
Representative ncRNAs upregulated at D4 (Cluster IV). ncRNAs upregulated at D4 and associated protein-coding transcripts reflect increased proliferation and cytoskeletal conformational changes. Red squares = protein-coding transcripts; black circles = ncRNAs.

**Figure 8:**
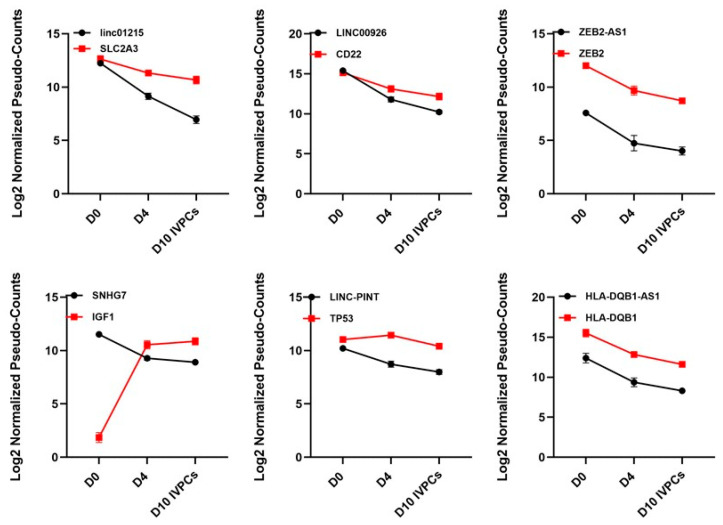
Representative ncRNAs downregulated during B cell differentiation (Cluster V). ncRNAs downregulated during IVPC differentiation and associated protein-coding transcripts. Red squares = protein-coding transcripts; black circles = ncRNAs.

**Table 1:** Expression of Ig heavy chain (HC) gene transcripts during IVPC differentiation.

IGH Transcript	FC *	D0 **	D10
IGHA1	7.3	3.8 × 10^3^	6.7 × 10^5^
IGHA2	7.1	7.9 × 10^2^	1.2 × 10^5^
IGHD	−2.5	3.3 × 10^4^	1.0 × 10^4^
IGHG1	7.4	2.0 × 10^4^	3.3 × 10^6^
IGHG2	7.6	2.1 × 10^3^	4.1 × 10^5^
IGHG3	6.4	6.5 × 10^3^	5.6 × 10^5^
IGHG4	8.7	3.9 × 10^2^	1.3 × 10^5^
IGHM	2.9	1.3 × 10^5^	9.7 × 10^5^

* FC based on D10 IVPCs vs. D0 resting B cells. ** Expression levels based on normalized pseudo-counts (*n* = 3).

**Table 2:** Unique variable, diversity, and joining segment (VDJ) combinations in resting B cell to IVPC differentiation.

	D0	D4	D10
Sample 1	643	2083	2617
Sample 2	863	2813	2867
Sample 3	724	1415	2524

## Data Availability

The transcriptome (RNA-seq) data generated for this study were deposited in the GEO repository with the accession number GSE194123.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna8010015/s1, Figure S1: Differentiation stage-specific transcript expression; Figure S2: Hierarchical clustering of differentially expressed transcripts during the differentiation from D0 resting B cells to D10 IVPCs; Figure S3: (A) Gene ontology (GO) annotation of upregulated transcripts, (B) GO annotation of downregulated transcripts; Figure S4: Regulation of transcription factors and specific genes in B cell differentiation; Figure S5: Cell cycle transcripts in B cell differentiation; Figure S6: Representative ncRNAs located in Ig loci and their respective known or suggested associated protein-coding genes; Table S1: Top 100 differentially expressed protein-coding transcripts (excluding Ig transcripts) as clustered in Figure 3; Table S2: Differentially expressed ncRNA transcripts during differentiation from B cells to IVPCs

How the deposited data were processed for this re-analysis (not part of the article)

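RNA-seq was analysed for 7 libraries of in vitro B cell differentiation, 2 of D0 resting B cells, 3 of D4 plasmablasts and 2 of D10 IVPCs. A library of D0 (sample 3) and a library of D10 (sample 2) of the paper were not analysed here. The libraries were made from poly-A RNA with a kit that keeps no strand information. The values deposited by the authors are RPKM, made with their MAP-RSeq pipeline for each library on its own, as reads on a gene divided by the gene length and the library total. No normalization between libraries is included in them. Each of the 64253 genes is listed with its GRCh38 coordinates, Ensembl ID and biotype, and genes that overlap are each given the reads they share. The RPKM multiplied by gene length were whole multiples of 1 step in each library for 100% of the values, so the reads on each gene were recovered from them. The recovered reads on genes numbered 28259219 in the smallest library and 58847831 in the largest. Counting error and library preparation both contribute to the spread between libraries, and the SD over libraries is given with the values. A count of 3 reads was taken as the smallest that the depth shows, and folds against stages at or under it are given as at least that size.

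TMM factors were computed from the recovered reads with 30% of the log ratios and 5% of the mean levels trimmed from each end. Genes were tested if they had at least 10 reads, scaled to the median library, in at least 2 libraries and at least 15 reads in total. The log2 CPM with a prior count of 0.5 were compared between the 3 stages in limma 3.58.1 with moderated variances that follow the mean level, in R 4.3.3. The p values were adjusted by the method of Benjamini and Hochberg over all genes tested. A transcript was counted across the stages when the adjusted p of the moderated F-test was 0.05 or less and the log2 FC was at least 2 in size in at least 1 of the 3 comparisons, which are the thresholds of the paper. Pairwise counts used the same thresholds on the pairwise test, and the ncRNAs of Figure 6 were counted on the adjusted p alone. The authors used the quasi-likelihood F-test of edgeR on counts, with TMM normalization. That test had been chosen here too, on the assumption that the files hold counts, and was replaced by limma once the files were found to hold RPKM. The prior count for the named genes had been set to a smaller value and was changed to that of the other results. The other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

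The labels number the samples 1 to 3 at each time point, and so does Table 2 of the paper, which is where the pairing comes from. The paper's methods name no pairing in the test, so the comparisons were made without it and repeated with the sample number as a replicate block. Distances between libraries were Euclidean distances of log2 CPM with a prior count of 2. Genes were classed by the biotype in the files, with Ig genes set apart by name. Exon overlaps were taken from GENCODE release 29. Copies of a gene were sought as words of 100 bases shared between exons. Lists of interferon response genes, immediate early genes and genes of other blood cells were compared with 10000 random lists, each drawn from the 400 genes nearest in mean level to each member. The genes named are those that the paper names in its results, its discussion, Table 1 and Figures 1, 6, 7 and 8, those of Figure 3 that its text names, and the 3 genes outside the Ig genes with the largest log2 FC in each direction from D0 to D10 whose D0 and D10 libraries do not overlap. Genes on the Y chromosome, XIST, TSIX and alternate haplotype sequences were left out of the choice of largest changes. Up to 4 members of each list, those with the highest mean count, are also named. Of 74 genes named under this rule, 73 passed the filter. The transcription factors of the paper's introduction were added outside the rule. Results are not given for all of these genes. The gene ontology analysis of the paper was not repeated.

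The statistical steps were tested on simulated data with 200 changed genes among 20505 unchanged ones. All of the changed genes were called with the right sign at an adjusted p of 0.05 or less, 87.5% of them passed the thresholds across the stages, and 0.205% of the unchanged genes were called. Their median log2 FC was -0.01 with TMM and -0.62 with scaling by library size. In the simulation few genes changed besides the Ig genes, at D10 alone and in both directions. Genes with few reads at D0 were not among the changed ones, and the same spread between libraries was set for all genes. The simulation therefore does not show how TMM or the tests do with as many changes as in the data. The alternatives tried were other normalizations, other filters on low counts, other prior counts, the replicate block, limma voom, the deposited RPKM on a log scale, a stricter adjusted p of 0.01, other sets of comparisons for the log2 FC threshold, and each library left out in turn.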

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

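The paper did not analyse the 3 gene lists of this part, and the test of each list was set before its result was seen. No list was chosen for its values, but the weighing below uses the same libraries as the tests, so each explanation is a hypothesis.

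A list of 20 interferon response genes was higher at D10 than at D4, with a median log2 FC of 7.02. All 20 genes were higher, each with a limma adjusted p of 0.05 or less, and 90% of random lists of the same mean level had medians of -0.46 to 0.29. MX1 had a log2 FC of 6.61, OAS2 of 2.93, IFI6 of 7.96 and XAF1 of 6.71. Over D0 the median was 5.24 at D10 and -1.34 at D4. With the replicate block the median from D4 to D10 was 6.91, and over the other alternatives it stayed between 5.54 and 7.07, or up to 7.14 with libraries left out, so the scaling does not account for it. The paper's culture medium held interferon alpha from day 7 to day 10. The list stood at percentile 100 of the random lists, which is consistent with a response to this interferon. Each D10 library had the interferon and no library of another stage did, so its effect cannot be told apart from that of the stage.

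A list of 15 immediate early genes was lower at D4 than at D0, with a median log2 FC of -2.25. Of these genes 12 were lower, 12 of them with a limma adjusted p of 0.05 or less, and 2 were higher with such a p. DUSP1 had a log2 FC of -7.41, KLF6 of -2.95, ZFP36 of -0.72 and BTG2 of 0.35. The median was -3.20 from D0 to D10 and -0.30 from D4 to D10, and -2.06 from D0 to D4 with the replicate block. Random lists had medians of -0.48 to 0.85 in 90% of draws. Over the other alternatives the median from D0 to D4 stayed between -2.51 and -2.22, and with libraries left out between -2.39 and -2.10. The list stood at percentile 0 of random lists in the immediate early test. This may be a response of the D0 cells to their isolation, or a property of resting B cells, and no library separates the 2. DUSP1, FOS and FOSB are members of the list.

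Of 30 marker genes of other blood cells, 14 passed the filter. Their median log2 FC from D0 to D10 was -1.62, with 9 lower and 5 higher, at percentile 1.34 of the random lists. The median was -2.24 with the replicate block. It moved when a library was left out, to -0.29 (percentile 57.2) without D10 sample 1, where 19 genes passed the filter, and to -0.32 (percentile 68.9) without D0 sample 2, where 18 did, and -1.25 (percentile 16.6) without D0 sample 1, where 19 did. Over the same 14 genes the medians were -1.01 (percentile 6.82), -1.48 (percentile 2.42) and -1.84 (percentile 0.610) in that order. From log2 values of the deposited RPKM it stood at percentile 5.49. The parts of the list differed. The T and NK cell genes had a median of 1.23 (6 tested, percentile 97.3), the monocyte and granulocyte genes of -2.59 (4 tested, percentile 16.9) and the plasmacytoid dendritic cell genes of -2.91 (4 tested, percentile 0.75), and no platelet or erythrocyte gene passed the filter.

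Among the members with the highest counts, GZMB rose (6.31), TRBC2 (-2.79) and IL3RA (-1.66) fell, and TRAC did not change past the threshold (0.48). At D10 the spread between the libraries was at least as large as the mean for TRAC (9.54 ± 10.7 CPM), NKG7 (5.12 ± 5.41 CPM) and IL7R (2.68 ± 3.67 CPM). It was smaller than the mean for TRBC2 (13.5 ± 9.36 CPM). The median of the T and NK cell genes thus rests in part on genes whose level differed widely between the D10 libraries. Other cells left among the D0 B cells are a candidate source for the plasmacytoid dendritic cell genes, given the percentile of 0.75 of that list, while the test set for all lists together (percentile 1.34) does not say which cells. GZMB, a member of the same list, rose, which goes against this for that gene. The T and NK cell genes did not move as one, with 4 higher and 2 lower, TRBC2 among the latter. A change of these genes in the B cells themselves was not tested.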

How the results depend on the processing

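The choices of normalization by median-of-ratios or library size, removal of Ig genes, filter, replicate block, stricter adjusted p, comparisons used for the threshold and left out libraries were made before the data were examined. Scaling by the library totals of the authors, log2 values of the deposited RPKM, limma voom, other prior counts for the numbers of transcripts, and distances without the log scale were chosen after seeing the data. The negative binomial tests and the newer quasi-likelihood method set as alternatives were not run.

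The number of transcripts across the stages was 6428, and 6428 with median-of-ratios factors (6382 of them the same), 8954 by library size, 6209 without Ig genes, 8080 with no filter, 4769 with CPM above 1 in 2 libraries, 6753 with the block, 6477 with voom, 6047 from log2 RPKM, and 10262 with the authors' totals. The stricter adjusted p gave 5477, and the threshold on D10 against D0 alone gave 4422. Fits that left out 1 D4 library gave 6010 to 6347.

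Without TMM the direction of the changes shifted. Scaling by library size moved the median log2 FC of all genes by -0.26 from D0 to D4, -1.08 from D0 to D10 and -0.82 from D4 to D10. The totals of the authors moved the last 2 by -1.23 and -1.17, and log2 RPKM by -1.14 and -1.08. Between D0 and D10 these settings gave 1330 higher and 5512 lower, 1238 higher and 6258 lower, and 644 higher and 3402 lower, so that 19.4%, 16.5% and 15.9% of the changed transcripts were higher, against 50.8% with TMM. From D4 to D10 they gave 483 higher and 2718 lower, 365 higher and 4262 lower, and 236 higher and 2173 lower, with 15.09%, 7.89% and 9.80% higher against 45.6%. From D0 to D4, log2 RPKM gave 1441 higher and 1096 lower, and library size gave 2049 higher and 2846 lower. The TMM factors, 1.34 and 1.35 at D0 against 0.601 and 0.665 at D10, account for the shift by library size from D0 to D10, and leaving them out moves all genes, and with them the calls.

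Leaving out libraries gave 2171 to 2234 transcripts higher and 2075 to 2193 lower from D0 to D10, 2250 to 2618 higher and 1891 to 2337 lower from D0 to D4, and 938 to 1004 higher and 1006 to 1167 lower from D4 to D10. No call was made where a stage was left with 1 library. Of Table S2, 880 to 897 ncRNAs passed.

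The ratio of the D0 to D4 distance to the D4 to D10 distance was 1.26 over the 500 genes with the highest variance, 1.36 over genes with CPM above 1, and 1.31 to 1.34 with libraries left out. Without the log scale it reversed, to 0.127 and, without Ig genes, 0.384. The Ig share at D10 was 20.8% over constant region genes, which counts fewer genes, and 44.7% or 49.1% in single libraries.

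Of 88 log2 FCs of named genes, 47 kept their direction and side of the threshold, or moved by less than the spread between libraries, in each alternative run. Over 1575 comparisons with an alternative, 1467 did, 13 were no longer past the threshold, 10 newly passed it, 67, each with a library left out, moved by more than the spread, and 18 reversed. The reversed values are those of 6 genes from D0 to D10 by library size, the authors' totals and log2 RPKM, in that order. They were -0.26, -0.41 and -0.41 for MALAT1, -0.029, -0.17 and -0.14 for CTD-2510F5.4, -0.56, -0.71 and -0.69 for VIM-AS1, -0.19, -0.34 and -0.34 for VIM, -0.70, -0.85 and -0.84 for the TUBB antisense RNA and -0.75, -0.90 and -0.89 for TUBB. Each is smaller in size than the shift of all genes under the same setting. RP11-521B24.3 and IGHM lost the threshold under at least 1 of them, at 0.13 and 1.45 from log2 RPKM. AC244205.1, with 0 and 100 reads in the D0 libraries, had a log2 FC of 0.76 or 8.06 when 1 D0 library was left out.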

Differences from the paper's values

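In this part a gap is called closed when a count or fold and the paper's value were no more than 1.5-fold apart, or a log2 FC and the paper's value no more than 1 standard error apart, which can leave much of the difference in place. Differentially expressed ncRNAs numbered 1606, against the paper's 984. Of the alternatives set before the data were examined, CPM above 1 in at least 2 libraries (948), an adjusted p of 0.01 or less (1225) and the log2 FC threshold on D10 against D0 alone (1113) closed the gap, and the other normalizations, no filter, the replicate block, the threshold on D4 or D10 against D0 and the fits without a D4 library did not. A prior count of 2 (1464) and log2 values of the deposited RPKM (1419), both chosen after seeing the values, closed it too. Pseudogenes numbered 627 against the paper's 322, and the same 3 alternatives closed the gap (305, 443 and 381) and the others did not. RNAs of other classes numbered 270 against the paper's 162. The same 3 alternatives (168, 203 and 183) and the fits without D4 sample 1 (229) or D4 sample 2 (243) closed the gap, and the others did not. Log2 values of the deposited RPKM (242), chosen after seeing the values, closed it too.

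The log2 FC of DUSP1 from D0 to D10 was -7.36, against the paper's -7.7. The replicate block (-7.46) and leaving out D0 sample 2 (-7.69) closed the gap, and the other alternatives did not. For FOS it was -7.40 against the paper's -8.0, and leaving out D0 sample 2 (-7.74) closed the gap where the others did not. For FOSB it was -6.33 against the paper's -6.8, and leaving out D10 sample 1 (-6.60) or D0 sample 2 (-6.64) closed the gap where the others did not. For DUSP1 and FOSB, limma voom, chosen after seeing the values, brought the paper's value within 1 standard error too, with a larger standard error. For IGHD it was -3.17 against the paper's -2.5, and the replicate block (-2.50) and leaving out D10 sample 3 (-2.83) closed the gap where the others did not. The normalized count of IGHD at D10 was 3833 against the paper's 10000, and none of the alternatives set before the data were examined closed the gap. The paper's value includes D10 sample 2, which was not analysed here, so the sets of libraries differ. At D4, IGHD was at 249 CPM in sample 2, against 88.0 CPM in sample 1 and 87.3 CPM in sample 3.

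MALAT1 was 3.89-fold lower at D4 than at D0, against the paper's 6.7-fold. Scaling by library size (4.67), the replicate block (4.49) and leaving out D0 sample 2 (4.75) closed the gap, and the other alternatives did not. For D10 the ratio of D0 to D10 was 0.567, a rise, against the paper's 1.8-fold decrease. Scaling by library size (1.20, limma adjusted p = 0.45) closed the gap, the other alternatives set before the data were examined did not, and the totals of the authors without TMM (1.33) and log2 values of the deposited RPKM (1.33), both chosen after seeing the values, closed it too. Each setting that closed it leaves out TMM, while the paper's methods state that TMM was used. These settings therefore do not show how the paper's decrease arose.

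The paper places the D0 and D4 samples nearer to each other than D4 is to D10. On log2 CPM the D0 to D4 distance was 1.32 times the D4 to D10 distance, and only CPM without a log scale, chosen after seeing the values, gave a ratio below 1 (0.127, or 0.384 without Ig genes). For the PCA the paper's methods name pseudo-counts and no log scale. The unlogged ratio, which has the paper's direction, may thus be the closer comparison. The paper describes D10 as the most variable stage, and here D10 and D0 have 1 pair of libraries each, at distances of 123 and 76.2. It names HTR4 and PIR as the most upregulated transcripts, in a paragraph on those with the most significant changes. Among all 13832 protein-coding genes tested, which is a wider set than the top 100 of the paper, they ranked 9 and 25. They ranked 4 and 7 with the smaller prior count first set for the named genes. Under it HTR4 had a log2 FC of 10.85 and PIR of 10.31. The ranks were 27 and 16 with the replicate block and 47 and 65 with a prior count of 2, and 551 and 275 from log2 values of the deposited RPKM, chosen after seeing the values. It names MALAT1 as the ncRNA with the highest expression at each time point, which was so by CPM, while by RPKM MALAT1 ranked from 1 in D0 sample 1 to 32 in D4 sample 2. It counts LINC00152 among the ncRNAs of the Ig kappa locus, and in the files it lies 1250.4 kb from IGKC. It describes CTD-2510F5.4 as close to BIRC5, and the files list them from 59202677 and from 78214186 on chromosome 17. Figure 8 shows LINC-PINT lower at D10 than at D4, and here the log2 FC from D4 to D10 was 0.68, or 0.53 with the replicate block. It was -0.14 with scaling by library size, and -0.49 with the totals of the authors and -0.42 from log2 values of the deposited RPKM, both chosen after seeing the values. AC244205.1, which the paper shows as upregulated, had a limma adjusted p of 0.083. The replicate block (0.0037) and limma voom weights, chosen after seeing the values, called it, and over its alternatives the adjusted p ranged from 0.0037 to 0.19.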

Other observations

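Of the tests in this part, the comparison of antisense RNAs with the gene they overlap, that of the Figure 6 ncRNAs by overlap and that of the Ig share were set before their results were seen, and the other tests only after.

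Of 469 antisense RNAs of Table S2 that were tested, 429 overlap a protein-coding gene that was tested. Across these pairs the log2 FC from D0 to D10 of the antisense RNA and of the gene it overlaps had a Spearman correlation of 0.841, against 0.297 with the nearest gene not overlapped, a difference of 0.544. Genes are not independent replicates, so no p is given. The direction was the same in 375 and 264 of the pairs. The correlation was 0.910 for the 272 pairs that share exons and 0.592 for the 89 pairs that share none, a difference of 0.318. Reads of the overlapping gene may therefore make up part of the change of these antisense RNAs. Regulation of both RNAs together would give a correlation too and cannot be told apart from it without strand information.

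For single RNAs, the log2 ratio of AC139149.1 to ACTG1 reads spanned 13.3% of the range of ACTG1 over the 7 libraries, and that of the TUBB antisense RNA to TUBB 3.35% of the range of TUBB. The reads on IGKJ2 were at least 94.0% of those on AC096579.13 in each library. For the lincRNA that overlaps the end of IGHG2 the span was 10.2% of the range of IGHG2. Reads of the overlapping gene may account for the change of these 4 RNAs, which was not measured apart from it. For the IGHG2 lincRNA this rests on a measure that depends on the range of the gene. That range was widest for IGHG2 (7.89 in log2) among the genes compared here. The log2 ratio of pri-miR-650 to IGLV2-8 spanned 1.43, that of VIM-AS1 to VIM 1.27 and that of CCND2-AS1 to CCND2 1.82, which is 19.1%, 38.9% and 33.8% of the range of the overlapping gene. Only the first is under the limit of 25%, but this measure depends on the range of the gene, which among these 3 was widest for IGLV2-8 (7.50). How far these 3 RNAs follow the overlapping gene cannot be told from it. The Figure 6 ncRNAs that overlap an Ig gene had a median log2 FC from D0 to D10 that was 2.76 above that of the others, which is consistent with a contribution of Ig reads. The ncRNAs that overlap no Ig gene also rose, so the overlap does not account for all of the list.

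Ig transcripts took a large share of the reads at D10, and this could lower the other RNAs. With Ig genes removed before normalization, the percent of Table S2 ncRNAs that were lower at D10 changed by 0.205 percentage points. TMM scaled the libraries almost alike with and without Ig genes, so this test had little room to come out otherwise. The median log2 FC of the Table S2 ncRNAs from D0 was -1.95 at D4, where Ig transcripts were 8.94% of the reads, and -1.65 at D10, where they were 46.9%, so the fall was there before most of the rise of the Ig share.

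On log2 CPM the D4 libraries lay nearer to D10 than to D0, and without the log scale the ratio of the distances was 0.127, which may reflect the transcripts with the highest counts. It was 0.384 without Ig genes, so Ig transcripts alone do not account for it. The 2 D10 libraries were farther apart than the 2 D0 libraries, by 1.63 times on log2 CPM without Ig genes, but Ig genes are few among the genes of that distance, so the test had little room to come out otherwise. On CPM without a log scale the D10 distance was 73332 CPM with Ig genes and 10777 CPM without, so Ig transcripts made up most of it on that scale. The D4 libraries of samples 1 and 3 were 1.39 times as far apart as those of samples 1 and 2. On log2 CPM the same samples 1 and 3 were 105 apart at D4 and 123 at D10, and samples 1 and 2 were 76.2 apart at D0 and 75.5 at D4. Sample 3, which the D0 pair lacks, may thus account for part of the spread at D10. Each of these comparisons has 1 pair of libraries per stage, and none was tested.

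Among the largest rises from D0 to D10 outside the Ig genes were those of SDC1, of a pseudogene on chromosome 22 (ENSG00000237127) and of an antisense RNA on chromosome 1 (ENSG00000272405). The pseudogene, from 22834865 to 22835117, was at 24.2 ± 3.53 CPM at D10 (SD, n = 2), at least 366-fold higher than at D0. The antisense RNA, from 156641666 to 156644887, was at 18.8 ± 0.904 CPM, at least 285-fold higher. Among the largest falls were those of FBLN2, of a sense intronic RNA on chromosome 6 (ENSG00000232891, from 150600834 to 150605850), which was at 6.97 ± 0.630 CPM at D0 and at least 48.1-fold lower at D10, and of P2RY14, which fell from 42.6 ± 3.75 CPM at D0 to 0.113 ± 0.0848 CPM at D10 (log2 FC -8.59, limma adjusted p = 0.00013). The antisense RNA and the sense intronic RNA are listed in Table S2.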
